# The RNA binding protein IGF2BP2/IMP2 alters the cargo of cancer cell-derived extracellular vesicles supporting tumor-associated macrophages

**DOI:** 10.1186/s12964-024-01701-y

**Published:** 2024-06-27

**Authors:** Vida Mashayekhi, Annika Schomisch, Sari Rasheed, Ernesto Aparicio-Puerta, Timo Risch, Daniela Yildiz, Marcus Koch, Simon Both, Nicole Ludwig, Thierry M. Legroux, Andreas Keller, Rolf Müller, Gregor Fuhrmann, Jessica Hoppstädter, Alexandra K. Kiemer

**Keywords:** Flow cytometry, Tangential flow filtration, Ultracentrifugation, MMP9, Colorectal cancer, microRNAs, EV uptake inhibitors, Phagocytosis, Micropinocytosis, Proteomics

## Abstract

**Background:**

Tumor cells release extracellular vesicles (EVs) that contribute to the polarization of macrophages towards tumor-associated macrophages (TAMs). High expression levels of the RNA binding protein IGF2BP2/IMP2 are correlated with increased tumor cell proliferation, invasion, and poor prognosis in the clinic. However, there is a lack of understanding of whether IMP2 affects the cargo of cancer cell-derived EVs, thereby modulating macrophage polarization.

**Methods:**

EVs were isolated from IMP2-expressing HCT116 parental cells (WT) and CRISPR/Cas9 IMP2 knockout (KO) cells. EVs were characterized according to MISEV guidelines, microRNA cargo was assessed by microRNA-Seq, and the protein cargo was analyzed by proteomics. Primary human monocyte-derived macrophages (HMDMs) were polarized by EVs, and the expression of genes and surface markers was assessed using qPCR and flow cytometry, respectively. Morphological changes of macrophages, as well as the migratory potential of cancer cells, were assessed by the Incucyte^®^ system and macrophage matrix degradation potential by zymography. Changes in the metabolic activity of macrophages were quantified using a Seahorse^®^ analyzer. For in vivo studies, EVs were injected into the yolk sac of zebrafish larvae, and macrophages were isolated by fluorescence-activated cell sorting.

**Results:**

EVs from WT and KO cells had a similar size and concentration and were positive for 25 vesicle markers. The expression of tumor-promoting genes was higher in macrophages polarized with WT EVs than KO EVs, while the expression of *TNF* and *IL6* was reduced. A similar pattern was observed in macrophages from zebrafish larvae treated in vivo. WT EV-polarized macrophages showed a higher abundance of TAM-like surface markers, higher matrix degrading activity, as well as a higher promotion of cancer cell migration. MicroRNA-Seq revealed a significant difference in the microRNA composition of WT and KO EVs, particularly a high abundance of miR-181a-5p in WT EVs, which was absent in KO EVs. Inhibitors of macropinocytosis and phagocytosis antagonized the delivery of miR-181a-5p into macrophages and the downregulation of the miR-181a-5p target *DUSP6*. Proteomics data showed differences in protein cargo in KO *vs*. WT EVs, with the differentially abundant proteins mainly involved in metabolic pathways. WT EV-treated macrophages exhibited a higher basal oxygen consumption rate and a lower extracellular acidification rate than KO EV-treated cells.

**Conclusion:**

Our results show that IMP2 determines the cargo of EVs released by cancer cells, thereby modulating the EVs' actions on macrophages. Expression of IMP2 is linked to the secretion of EVs that polarize macrophages towards a tumor-promoting phenotype.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-024-01701-y.

## Background

Insulin-like growth factor 2 mRNA binding protein 2 (IGF2BP2/IMP2) belongs to the RNA-binding proteins highly expressed during fetal development and maturation in different tissues. In most adult tissues, however, this protein is either absent or expressed at low levels [1]. In several types of cancer, such as hepatocellular carcinoma (HCC) and colorectal cancer (CRC), IMP2 is overexpressed, which affects several tumor hallmarks, including cell proliferation, growth rate, invasion, as well as cell metabolism, and chemoresistance [2–6]. In addition to its effect on mRNA abundance, localization, and translation, IMP2 has also been shown to modify the abundance of cellular microRNAs (miRNAs) [7].

Macrophages are innate immune cells found in all tissues and play roles in development, homeostasis, and tissue repair [8]. Due to the high plasticity of macrophages, they can polarize towards different subsets and adopt diverse phenotypes, including M1 (classically activated macrophages) and M2 (alternatively activated macrophages) in response to various stimuli [9]. However, the actual polarization state of macrophages is more complex than the M1 or M2 classification, which is only used to define the extremes of macrophage functions [10, 11].

Abundant infiltration of macrophages occurs in the tumor microenvironment (TME), which is correlated with poor prognosis in patients [11]. Tumor-associated macrophages (TAMs) are the major immune cells in the TME, and their function and phenotype are influenced by several types of cells in the TME [12, 13]. We have previously demonstrated that the incubation of primary macrophages with tumor cell conditioned medium (TCM) induces a polarization state similar to TAMs [14]. This polarization state resembles an M2-like polarization but reflects more of a mixed phenotype.

Extracellular vesicles (EVs) are composed of phospholipid bilayers and are secreted by almost all cells [15]. EVs can interact with and deliver their diverse cargo to a variety of target cells. Therefore, they are important mediators of cell communication and can regulate biological processes in the recipient cells [16, 17]. EVs secreted from several types of tumor cells have been shown to polarize macrophages mainly towards an M2-like phenotype, which orchestrates angiogenesis, extracellular matrix remodeling, and tumor cell proliferation [18–21].

Due to the vital role of IMP2 in carcinogenesis and tumor progression, we hypothesized that IMP2 in cancer cells can determine the cargo of EVs released by cancer cells, thereby modulating the EVs' actions on macrophages. Therefore, in the present study, we have investigated the effects of EVs derived from IMP2-expressing parental and knockout (KO) cancer cells on primary human monocyte-derived macrophages and in vivo in zebrafish embryos.

## Methods

### Cell lines

HCT116 colorectal cancer cells (ATCC: CCL-247) and CRISPR-Cas9 IMP2 KO cells (clone 47–1) [6, 22] were grown in Dulbecco's Modified Eagle's Medium–High Glucose (DMEM, #D5796) supplemented with 10% fetal calf serum (FCS, #F7524), 2 mM L-glutamine (#G7513), 100 U/ml penicillin G, and 100 µg/ml streptomycin (#P4333). All the supplemented components were purchased from Sigma Aldrich (Germany). Cell line authentication was conducted by STR/DNA profiling. Cells were incubated at 37 °C and 5% CO_2_.

### Viability assay

HCT116 cells were seeded in a 6-well plate in complete DMEM (300,000 cells/well). The following day, cells were washed with PBS, after which fresh EV-depleted medium was added and incubated for 48 h at 37 °C. For sample preparation, cells were washed with PBS, detached with Accutase (#A6964, Sigma Aldrich, Germany), and centrifuged at 400 *g* for 4 min. The pellet was resuspended in 100 μl Annexin binding buffer with 5 μl FITC Annexin V (#640906, BioLegend, Germany) and 10 μl PI (#421301, BioLegend). After 15 min incubation in the dark, 400 μl binding buffer was added, and the samples were measured on a BD LSRFortessa (BD Biosciences). As a positive control, HCT116 cells were heated at 60 °C for 20 min. Data analysis was performed using FlowJo 10.8.1 (BD Biosciences).

#### Determination of protein concentration

The protein concentration was determined using the Pierce BCA protein assay kit (#23227, ThermoFisher Scientific, Germany) according to the manufacturer's instruction.

#### Isolation of cancer cell-derived EVs and EV-depleted medium

To prepare EV-deprived FCS, 30% FCS-containing DMEM was ultracentrifuged at 100,000 *g* for 18 h at 4 °C [23], followed by collecting half of the supernatant and filtering through a 0.2 μm stericup filter (Merck Millipore, Germany). The flow-through was used to prepare 10% EV-depleted medium. Cells were seeded in triple-layer flasks (#132913, ThermoFisher Scientific, Germany) until 70% confluency. After washing cells two times with PBS, 200 ml of the EV-depleted medium was added per flask and incubated for another 48 h. In the first approach for EV isolation, the ultracentrifugation (UC) method was applied. Briefly, 1000 ml of TCM was centrifuged at 300 *g* for 10 min at 4 °C, followed by 10,000 *g* for 30 min to remove cell debris and microvesicles, respectively. The resulting supernatant was ultracentrifuged at 100,000 *g* for 4 h at 4 °C using a Ti45 rotor (Beckman Coulter, USA). The pellet was washed with PBS and centrifuged at 100,000 *g* for 70 min. The collected EV pellet was resuspended in 100 μl PBS and stored at -80 °C. In the second approach, EVs were isolated using a Tangential Flow Filtration system (TFF). Briefly, 3000 ml of the TCM were collected. After sequential centrifugation, *ca.* 2700 ml were concentrated using a 370 cm^2^ 300 kDa cut-off fiber-modified polyethersulfone (mPES) membrane filter column (D06-E300-05-N, Repligen) operated on a KR2i TFF system (Repligen, USA). The EV-depleted fraction was collected on the permeate side. Concentrated EVs were subsequently washed with 1000 ml of 10 mM HEPES supplemented with 0.9% NaCl in the TFF system to remove impurities further. A final volume of 8 ml of the purified EVs was obtained on the retentate side and stored at − 80 °C. For proteomics analysis, the TFF EVs were further concentrated by ultracentrifugation at 100,000 *g* for 4 h at 4 °C using a Ti45 rotor (Beckman Coulter, USA); the pellet was resuspended in 150 μl PBS and stored at -80 °C.

### Characterization of EVs

#### Nanoparticle tracking analysis (NTA)

EV samples were diluted 100-fold in filtered 10 mM HEPES/0.9% NaCl and 1000 μl of the dilutions were injected into the sample chamber of a NanoSight LM10 (NanoSight Ltd). Three 30 s records were measured for each sample and analyzed by the NTA software to determine the concentration and size of the EVs.

#### Cryo-transmission electron microscopy (TEM)

A 3 µL droplet of the EV samples was placed on a holey carbon-covered TEM grid (Plano, type S147-4), blotted for 2 s, and then plunged into a bath of liquid ethane at -165 °C using a Gatan CP3 cryoplunger (Pleasanton). The frozen sample was transferred under liquid nitrogen to a Gatan cryo-TEM sample holder (model 914) and investigated at − 173 °C by low-dose brightfield TEM imaging (JEOL JEM-2100 LaB_6_). For image acquisition, a Gatan Orius SC1000 CCD camera was applied.

#### Western blot analysis (WB)

EV samples and cell lysate (100 µg) were denatured for 10 min at 95 °C in 4 × loading buffer (50 mM Tris–HCl, 1% SDS, 10% glycerol, and 0.004% bromophenol blue) and loaded on a 10% polyacrylamide-sodium dodecyl sulfate gel (SDS-PAGE) and then blotted on a PVDF membrane (#88518, ThermoFisher Scientific, Germany). After 1 h blocking in the blocking buffer (#MB-070, ROCKLAND, USA), samples were incubated overnight with the primary antibodies at 4 °C. Primary antibodies against CD9 (#MA1-80307, ThermoFisher Scientific) and CD63 (#sc-5275, SantaCruz, USA) were used in a 1:1,000 dilution in blocking buffer. The blots were washed three times with PBS-0.05% Tween 20 for 10 min and then incubated with IRDye 800 CW goat anti-mouse (LI-COR, 1:10,000) for 1 h at room temperature. Bound antibody was visualized with an Odyssey CLx imaging system at 800 nm (LICOR).

#### Proteomics

The samples were prepared from EVs, HCT116 parental, and KO cells in triplicates. The samples were lysed by adding 210 µL of 0.4% SDS in PBS and sonicated four times at an amplitude of 70% for 30 s (Bandelin Sonoplus). The samples were centrifuged, and the supernatant was used for the BCA assay (ThermoFisher Scientific). The proteome concentrations of the samples were adjusted to 100 µg/200 µL per sample. The proteome was then precipitated by adding 1 mL of ice-cold acetone and incubated overnight at -20 °C. The samples were centrifuged (16,900 *g*, 15 min, 4 °C) and the supernatant was discarded. The samples were washed twice with 1 mL of ice-cold methanol. For the protein digestion, the samples were suspended in 200 µL X-buffer (7 M urea, 2 M thiourea, 20 mM HEPES, pH = 7.5), followed by reduction of cysteine with 0.8 µL DTT (250 mM) (dithiothreitol) for 45 min at 25 °C, capping with 2 µL IAA (550 mM) (iodoacetic acid) for 30 min at 25 °C, addition of 3.2 µL DTT (250 mM), and incubation for another 30 min at 25 °C. For overnight digestion, 600 µL ammonium bicarbonate buffer (pH = 8.5) and trypsin (1 µg) (MS grade, Promega) were added. Digestion was stopped by adding 8 µL formic acid (FA). The peptide samples were desalted on SepPak C18 columns (Waters) according to the following protocol: Columns were primed by adding 1 mL of 100% and 80% acetonitrile (ACN) with 0.5% FA, followed by equilibration with 3 × 1 mL H2O + 0.1% trifluoroacetic acid (TFA), before samples were loaded and washed with 3 × 0.1% TFA. Samples were eluted in 2 mL LoBind vials (Eppendorf) by adding 3 × 250 µL 80% ACN + 0.5% FA, and dried with speedVac before being dissolved in 1% FA with a proteome concentration of 1 µg/µL. Samples were filtered (Merck Millipore) and transferred to QuanRecovery autosampler vials (Waters). Samples were analyzed using the nanoElute nano flow liquid chromatography system (Bruker, Germany) coupled to a timsTOF Pro (Bruker, Germany). Samples were loaded onto the trap column (Thermo Trap Cartridge 5 mm) and washed with 6 µL of 0.1% FA at a 10 µL/min flow rate. The peptides were then transferred to the analytical column (Aurora Ultimate CSI 25 cm × 75 µm ID, 1.6 µm FSC C18, IonOpticks) and eluted by gradient elution (eluent A: H2O + 0.1% FA, B: ACN + 0.1% FA; 0% to 3% in 1 min, 3% to 17% in 57 min, 17% to 25% in 21 min, 25% to 34% in 13 min, 34% to 85% in 1 min, 85% maintained for 8 min) at a flow rate of 400 nL/min. The captive spray nanoESI source (Bruker, Germany) was used to ionize the peptides at 1.5 kV and 180 °C dry temperature at a gas flow of 3 L/min. timsTOF Pro (Bruker, Germany) was operated in standard dia-PASEF long gradient mode with TIMS set to 1/K0, start at 0.6 Vs/cm2, end at 1.6 Vs/cm2 with a ramp and accumulation time of 100 ms each and a ramp rate of 9.43 Hz. The mass range was set from 100.0 Da to 1700 Da with positive ion polarity. The dia-PASEF mass range was set from 400.0 Da to 1201.0 Da with a mobility of 0.60 1/K0 to 1.43 1/K0 and a cycle time of 1.80 s. The collision energy for 0.60 1/K0 was set to 20.00 eV and for 1.6 1/K0 to 59.00 eV. The collision energy for 0.60 1/K0 was set to 20.00 eV and for 1.6 1/K0 to 59.00 eV. Tuning MIX ESI-TOF (Agilent) was used to calibrate m/z and mobility. Data were processed with DIA-NN (version 1.8.1), and proteins were identified using the reference proteome of Uniprot *Homo sapiens* (proteome ID: UP000005640, downloaded on 22/03/2023). Default settings were used, except that the precursor charge range was from 2 to 4, and C-carbamidomethylation was set as a fixed modification. "-relaxed-prot-inf" was added in the additional options to allow further data processing with the Perseus software (version 2.0.11.0). Missing values were set as 0, and differential protein abundance between different conditions was evaluated using a two-tailed Student's t-test with Benjamini–Hochberg correction (FDR < 0.05). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium *via* the PRIDE partner repository with the dataset identifier PXD052287.

#### Isolation of human monocyte-derived macrophages (HMDMs)

Buffy coats were obtained from healthy blood donors (Blood Donation Center, Saarbrücken, Germany), authorized by the local ethics committee (approval no. 173/18). Written informed consent was obtained from all participants (a total of 25 individual cell isolation). Peripheral blood mononuclear cells (PBMCs) were isolated by density gradient centrifugation using lymphocyte separation medium 1077 (#C-44010, PromoCell, Germany) in LeucoSep tubes (#227290, Greiner, Austria). PBMCs were sorted for CD14^+^ cells using CD14 magnetic beads (#130–050-201, Miltenyi, Germany). Monocytes were seeded at a density of 500,000 cells/well in a 12-well plate and differentiated in complete RPMI medium supplemented with 20 ng/ml human recombinant colony-stimulating factor (M-CSF, Miltenyi, #130–096-492) for 6 days with changing the medium on day 4. Cells were then polarized for 24 h with EVs isolated with the UC method at a cell:EV ratio of 1:10,000 and the TFF system (1:10,000 and 1:20,000). TAM-like macrophages were generated after the cultivation of macrophages in TCM derived from HCT116 supplemented with 20 ng/ml M-CSF for 48 h [14].

#### Internalization assay

10^10^ EVs in 10 mM HEPES supplemented with 0.9% NaCl were incubated with 50 µM carboxyfluorescein succinimidyl ester (CFSE, #423801, BioLegend) for 2 h at 37 °C. The unlabeled dye was removed by an Amicon filter (#UFC501008, Sigma-Aldrich). EVs were then incubated with primary macrophages for 24 h in SFM 1 × medium (1:10,000 cell:EV ratio). Cells were fixed with 2% paraformaldehyde (PFA) for 20 min, followed by Hoechst 33342 staining for 5 min (12 µg/ml, #62249, ThermoFisher Scientific). The images were obtained with an LSM 710 NLO confocal microscope (Zeiss, Germany).

#### Macrophage morphology analysis

HMDMs were isolated, differentiated, and polarized with EVs or TCM as described above. Cells were then imaged with an Incucyte^®^ S3 system, and the analysis of cell morphology was performed with the Incucyte^®^ cell-by-cell analysis software and grouped in a round or elongated phenotype based on their eccentricity [24].

#### RNA Isolation, reverse transcription and qPCR

RNA was isolated using the High Pure RNA isolation kit (#11828665001, Roche Diagnostics) as recommended by the manufacturer. An equal amount of RNA was reverse transcribed using the high-capacity cDNA reverse transcription kit (#4368813, ThermoFisher Scientific, Germany). cDNAs were analyzed by qPCR using 5xHOTFIREPol EvaGreen qPCR Mix (#08–24-00020, Solis BioDye, Estonia) in a CFX96 touch™ Real-Time PCR detection system (Bio-Rad, USA). All samples and standards were analyzed in triplicate, and data were normalized to the housekeeping gene *RNA18S5*. The sequence of the primers is listed in Table 1.

**Table 1:** Primer sequences used for qPCR

gene	Accession number	Forward (5´-3´)	Reverse (5´-3´)
*HIF1A*	NM_181054.3	CGGGGACCGATTCACCAT	TTTCGACGTTCAGAACTTATCTTTT
*ABCG1*	NM_016818.3	GCGCCAAACTCTTCGAGCTG	CGGATGCAACCTCCATGACAAA
*IL6*	NM_000600.5	ACATCCTCGACGGCATCTCA	TCACCAGGCAAGTCTCCTCATT
*MMP9*	NM_004994.2	TTCTGCCCGGACCAAGGATA	ACATAGGGTACATGAGCGCC
*VSIR*	NM_022153.2	CTACAAGCAAAGGCAGGCAG	TCCCTTGAATGTTGCTGTCCAT
*TNF*	NM_000594.4	CTCCACCCATGTGCTCCTCA	CTCTGGCAGGGGCTCTTGAT
*RNA18S5*	NR_003286.2	AGGTCTGTGATGCCCTTAGA	GAATGGGGTTCAACGGGTTA
*DUSP6*	NM_001946.4	GCAGCGACTGGAACGAGAAT	GAACTTACTGAAGCCACCTTCC
*IL1B*	NM_000576.2	GGCTGCTCTGGGATTCTCTT	AGTCATCCTCATTGCCACTGTAA
*tnf*	NM_212859.2	TACGGAGGCAAAAAGCCACT	AGAAGTGCTGTGGTCGTGTC
*il6*	NM_001261449.1	ATGACGGCATTTGAAGGGGT	TCAGGACGCTGTAGATTCGC
*eef1a*	NM_131263.1	AAGCCCATGTGTGTGGAGAG	CAACCTTTGGAACGGTGTGA

#### Flow cytometry analysis

The analysis was performed as described previously [14]. Briefly, polarized macrophages were washed with PBS and then detached with Accutase. After a brief centrifugation, cells were resuspended in FACS buffer (PBS, 2.5% FCS, 0.1% sodium azide), blocked in human Fc Block solution (#564220, BD Biosciences, USA) for 15 min on ice, and then stained with the antibodies for 30 min on ice. The antibodies used in this procedure included CD14-APC (#555399, BD Biosciences), CD163-PE-CF594 (#562670, BD Biosciences), CD80-BB515 (#565008, BD Biosciences), CD86-BV421 (clone BU63, BioLegend), CD206-Alexa Fluor (#32111, BioLegend), CD40-APC (#325804, BioLegend), HLA-DR-PerCP-Cy5.5 (#560652, BD Biosciences), APC Mouse IgG1, κ (#554681, BD Biosciences), PE-CF594 Mouse IgG1, κ (#562292, BD Biosciences), BB515 Mouse IgG1, κ (#564416, BD Biosciences), PerCP-Cy5.5 Mouse IgG2a, κ (#552577, BD Biosciences), BV421 Mouse IgG2b (#400341, BioLegend), Alexa Fluor IgG1, κ (#400129, BioLegend), and APC Mouse IgG1, κ (#400122, BioLegend). Cells were washed three times with the buffer and then resuspended in 1% paraformaldehyde in PBS before analysis. The median fluorescence intensity of the singlet cells was used to quantify surface marker expression.

#### Enzyme‑linked immunosorbent assay (ELISA)

The secretion of tumor necrosis factor (TNF) and interleukin 6 (IL6) was measured in macrophage supernatants by using ELISA MAX™ Deluxe Set for TNF (#430204) and IL6 (#430504) as recommended by the manufacturer (BioLegend).

#### Gelatin zymography assay

The assay was performed based on a previously described procedure [25]. Briefly, polarized macrophage supernatant was loaded onto a 10% SDS-PAGE gel containing 1 mg/ml gelatin type A (#9000–70-8, Sigma Aldrich, Germany). SDS was removed from the gel by washing in 2.5% TritonX-100 for 1 h. The enzymatic reaction occurred by overnight incubation of the gel at 37 °C in the reaction buffer (50 mM Tris, pH 7.5, 200  mM NaCl, 5 mM CaCl_2_, and 0.02% Brij-35). The gel was then stained with Coomassie Blue solution (#20278, ThermoFisher Scientific, Germany) for 30 min and then shortly destained in 10% MeOH and 5% acetic acid. The area of gelatin degradation identified as MMP9 activity was visualized by an Odyssey CLx imaging system.

#### Migration assay

The assay was performed on a monolayer of HCT116 cells in an ImageLock 96 well plate (40,000 cells/well) as described previously with some modifications [24]. Primary macrophages were differentiated and polarized with EVs or TCM for 24 h in macrophage SFM 1 × medium (SFM, #12065074, ThermoFisher Scientific, Germany). The scratch was made by a wound maker (Sartorius, Germany), followed by the addition of primary macrophage supernatant. The images were captured every 4 h by an Incucyte® S3 system. The percentage of wound confluency was quantified using the Incucyte^®^ migration software.

#### Small RNA library preparation

The library was prepared from EVs, HCT116 parental and KO cells, each in quadruplicate. RNAs from EVs and cells were isolated using miRNeasy Serum/Plasma kit (#217184, Qiagen) and the miRNeasy Mini kit (#217004, Qiagen), respectively, according to the manufacturers' protocols. The RNA concentration was quantified by a Nanodrop spectrometer (ThermoFisher Scientific, USA) at 260 nm. The small RNA library was prepared according to the MGIEasy small RNA library preparation kit (#1000005269, China). Briefly, after 3' and 5' adapter ligation, cDNA was synthesized. After PCR amplification, the product was loaded onto a 6% TBE PAGE gel, and the portion of the gel corresponding to the appropriate size (100–120 bp) was extracted. The purified PCR product was subjected to denaturation and single-strand circularization, followed by enzymatic digestion and cleanup. The purified product was quantified with a Qubit ssDNA assay kit (#Q10212, Invitrogen). The resulting small RNA libraries were sequenced by MGI Tech (China).

#### Computational analysis of miRNA-Seq data

Fastq sequencing files were analyzed using miRMaster's pipeline with default parameters as previously described [26] and using miRbase as a reference (release 22.1) [27]. As an output, miRMaster generated a list with the expression of all mapped miRNAs. Expression was normalized to reads per million of miRNA mapped reads. Differentially expressed miRNAs were calculated on normalized values using a two-tailed Student's *t*-test and adjusted for multiple testing using Benjamini-Hochberg. Principal Component Analysis (PCA) was performed on the miRNA expression data using the prcomp function from R. miRNA targets were obtained using miRTargetLink 2.0 and filtering targets supported by strong evidence [28]. Enrichment analysis of KEGG pathways was performed using miEAA [29]. The raw and processed data were deposited in the Gene Expression Omnibus repository (GSE235115).

#### qPCR with miRNAs

RNA (10 ng) was used as the starting material for reverse transcription (miRCURY LNA RT kit, # 339340, Qiagen, Germany). With a 1:60 dilution of the cDNA, qPCR was performed using miRCURY LNA SYBR Green PCR kit (#339346, Qiagen) as recommended by the supplier. miRNA PCR assays were purchased from Qiagen for miR-181a-5p, miR-181a-3p, and miR-452-5p, as well as two reference miRNAs (U6 and 16-5p). Data were normalized to the reference genes, and fold change was calculated using the 2^^ − (∆∆Ct)^ method.

#### miRNA mimic transfection

The mirVana miRNA mimics for miR-181a-5p (#MC10421), miR-181a-3p (#MC10381), miR-452-5p (#MC12509), and the non-target control #1 (NTC, #4464058) were purchased from ThermoFisher Scientific. Non-polarized macrophages were transfected in a 12-well plate (250,000 cells/well) with the miRNA mimic and NTC at a final concentration of 100 nM, using 3 µl Lipofectamine 3000 (#L3000008, Invitrogen) in SFM 1 × medium without antibiotics. RNAs were isolated 24 h after transfection and dual specificity phosphatase 6 (*DUSP6)* gene expression was assessed by qPCR.

#### EV uptake inhibition

Primary macrophages were pre-treated with either 100 µM of LY294002 (#L9908), 80 µM of Dynasore (#D7693), or 200 µM of 5-(N-Ethyl-N-isopropyl)-Amiloride (EIPA, #A3085, Merck Millipore, Germany) for 1 h at 37 °C. Subsequently, CFSE-labeled EVs were added, and cells were incubated for an additional 6 h. Afterward, samples were prepared for flow cytometry analysis. To investigate whether the inhibition of uptake leads to a reduction in miRNA delivery and subsequent changes in gene expression, macrophages were pre-treated with EIPA or LY294002 (LY) for 1 h and then incubated with WT and KO EVs for 6 h (1:20,000 cell:EV ratio). Afterwards, RNA was isolated and quantification of miR-181a-5p was performed by qPCR. Additionally, changes in the gene expression of *MMP9, HIF1A*, and *VSIR* were assessed.

#### Treatment of macrophages with boiled EVs

WT and KO EVs were boiled at 95 °C for 5 min. Subsequently, boiled and non-boiled EVs were incubated with macrophages for 24 h (1:20,000 cell:EV ratio). Following this incubation, RNA was isolated, and the levels of miR-181a-5p were quantified by qPCR. In addition to miRNA quantification, changes in *MMP9*, *HIF1A*, and *VSIR* gene expression were assessed.

### Metabolic activity of primary macrophages

#### MTT assay

The metabolic activity of primary macrophages was assessed using an MTT assay. Forty thousand cells were seeded in a 96-well plate in complete RPMI medium. The day after seeding, EVs isolated with the TFF system (1:20,000–1:1,250 cell:EV ratios) or the UC method (1:20,000–1:625) were added to the cells in complete medium. 24 h after treatment, cells were incubated for 1 h with 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT solution, #M5655, Sigma Aldrich, USA), followed by the addition of DMSO to dissolve the violet formazan crystals. Absorbance was measured at 560 nm in a microplate reader (GloMax^®^, Promega, USA). Metabolic activity was expressed as a percentage compared to M0. To determine changes in the number of cells upon treatment with EVs, cells were counted with Incucyte cell-by-cell analysis software.

#### Mito stress assay

Mito stress tests were performed using an Agilent Seahorse 96XF instrument and a respective kit as recommended in the manufacturer's protocol (#103015–100). In brief, 110,000 differentiated macrophages were seeded into a 96-well Seahorse XF Cell Culture Microplate and then polarized with EVs at different cell:EV ratios (1:10,000 and 1:20,000) for 24 h before measurement. Macrophages were then incubated with Seahorse RPMI medium for 1 h at 37 °C followed by treatment with 1 µM oligomycin, 2 µM carbonyl cyanide-*p*-trifluoromethoxy-phenylhydrazone (FCCP), and 0.5 µM rotenone/antimycin A. After the measurement, cells were stained with 12 μg/ml of Hoechst dye (#62249, ThermoFisher Scientific, Germany), and the fluorescence intensity was quantified in a plate reader (Cytation5, BioTek), which was used for normalization to ensure equal cell distribution among the wells. Data were analyzed by the Seahorse Wave Software (Agilent Technologies), and the oxygen consumption rate (OCR) and the extracellular acidification rate (ECAR) were calculated.

### In vivo zebrafish embryo model

#### Zebrafish husbandry

Zebrafish husbandry and all experiments were performed in accordance with the European union directive on the protection of animals used for the scientific purpose (Directive 2010/63/EU) and the German Animal Welfare Act (§11 Abs. 1 TierSchG) and maintained using standard methods [30]. Zebrafish were kept in an automated aquatic eco-system (PENTAIR, Apopka, UK) and monitored regularly to maintain the following parameters: pH = 7.0 ± 0.1, temperature = 28 ± 0.5 °C, conductivity = 800 ± 50 μS, and light–dark cycle = 14 h–10 h. Transgenic zebrafish line Tg(mpeg1.1:GFP)ka101 with green fluorescent embryonic macrophages was used in this study. Embryos and larvae were maintained in fresh 0.3 × Danieau's (17 mM NaCl, 2 mM KCl, 0.12 mM MgSO_4_, 1.8 mM Ca(NO_3_)_2_, 1.5 mM HEPES, 1.2 µM methylene blue, pH = 7.1) at 28 °C. At a maximum of 120 h post-fertilization (hpf) larvae were euthanized by submersion in ice water for at least 12 h.

#### Maximum tolerated concentration (MTC)

To determine the MTC of EVs, 20 zebrafish larvae per condition were injected with WT EVs, KO EVs, or HEPES buffer (4 nl, equal to 7,500 EVs) at 3 days post fertilization (dpf) into the yolk sac. 8, 24, and 48 h post-injection (hpi) the number of live larvae was counted and plotted in a Kaplan–Meier curve.

#### Injection of EVs into yolk sac and sample preparation

Embryos were kept at 28 °C in 0.3 × Danieau's solution with 0.003% propylthiouracil (PTU). At 3 dpf, embryos were dechorionized with 1 mg/ml pronase, anesthetized by immersion in 250 µg/ml tricaine (3-amino benzoic acid ethyl ester, #886–86-2 Sigma Aldrich, Germany). Zebrafish larvae were injected either with 4 nl of WT EVs, KO EVs, or HEPES buffer (n = 3, 100–150 larvae/condition, 7,500 EVs/larva) into the yolk sac using a FemtoJet microinjector (Eppendorf, Germany). Larvae were anesthetized by immersion in 250 µg/ml tricaine 18 h after injection. Sample preparation for macrophage isolation was performed as described previously with some modifications [31]. The larvae were homogenized using a 70 μm cell strainer with a syringe plunger, washed with cold working buffer (PBS, 2 mM EDTA, 2% FCS), and centrifuged at 400 *g* for 5 min at 4 °C. The pellet was suspended in the buffer, filtered through a 40 μm cell strainer, washed, and centrifuged again at 400 *g* for 5 min at 4 °C. The pellet was resuspended in 200 μl buffer and kept on ice until FACS analysis.

#### Fluorescence-activated cell sorting (FACS) analysis

Forward scatter (FSC) and side scatter (SSC) were used to determine the cells and exclude cell debris. As initial tests revealed no doublet formation, cells were directly subjected to fluorescence gating. Samples from wildtype zebrafish larvae (zebrafish without GFP^+^ macrophages, AB line) were used to exclude cells with autofluorescence and set the initial gate. Cells were sorted by endogenous eGFP expression with excitation at 488 nm, and emission was detected in FL2 (525/50 nm) using the SH800S cell sorter (Sony, USA).

#### RNA Isolation, reverse transcription and qPCR

RNAs derived from zebrafish macrophages were extracted by RNeasy micro kit (#74004, Qiagen) following the manufacturer's instructions. cDNA and qPCR experiments were performed as described for HMDMs. The primers are listed in Table 1, and qPCR data were normalized to the housekeeping gene *eef1a*.

#### Statistical analysis

GraphPad Prism 9 software (GraphPad, USA) was used for data analysis. The means of two groups were compared with Student's *t*-test, and for more than two groups, a one-way ANOVA test was applied, followed by Bonferroni's post-hoc test. Figures are plotted with individual values from each donor, represented by a different color. All data are presented as mean ± SD, and *p* < 0.05 was considered statistically significant. *p* < 0.05 (*), *p* < 0.01 (**), *p* < 0.001 (***), *p* < 0.0001 (****). *p* < 0.05 (#), *p* < 0.01 (##), *p* < 0.001 (###), *p* < 0.0001 (####).

## Results

### Isolation and characterization of cancer cell-derived EVs

Cancer cells were cultured in EV-depleted medium for 48 h, and TCM was collected for EV isolation. Annexin V/PI staining verified that the EV-depleted medium did not induce apoptosis or necrosis (Fig. S1). EVs isolated from the TCM of HCT116 parental and KO cells were initially obtained by the UC method, but due to the necessity of large numbers of EVs, we switched to the TFF system. Accordingly, we repeated most of the experiments using EVs isolated with the TFF system during our research. EVs isolated by both methods were thoroughly characterized according to MISEV guidelines [32]. The size and concentration of the purified EVs were determined by NanoSight nanoparticle tracking analysis (NTA) (Fig. 1A, B and Fig. S2A, B). NTA results showed that all EV samples fell within the expected size of around 200 nm in diameter with a concentration of *ca.* 10^11^ particles/ml (Fig. 1C, D and Fig. S2C, D). Visualization by cryo-TEM confirmed the spherical morphology of EVs with a size of around 200 nm (Fig. 1E and Fig. S2E). The purified EVs were further analyzed for EV markers by Western blotting and a proteomics approach. CD9 and CD63 were abundantly present in the EVs isolated with the UC method (Fig. S2F). For EV samples obtained with the TFF system, proteomics data showed that WT and KO EVs are positive for several vesicle markers [33]. Figure 1F shows 25 vesicle markers with the highest enrichment in WT EVs compared to WT cells. KO EVs did not differ from WT-EVs in terms of marker abundance. To determine whether EVs are taken up by primary macrophages, EVs were fluorescently labeled with CFSE and added to the cells. CLSM microscopy showed that EVs from both cell types were taken up by macrophages (Fig. 1G).

**Fig. 1:**
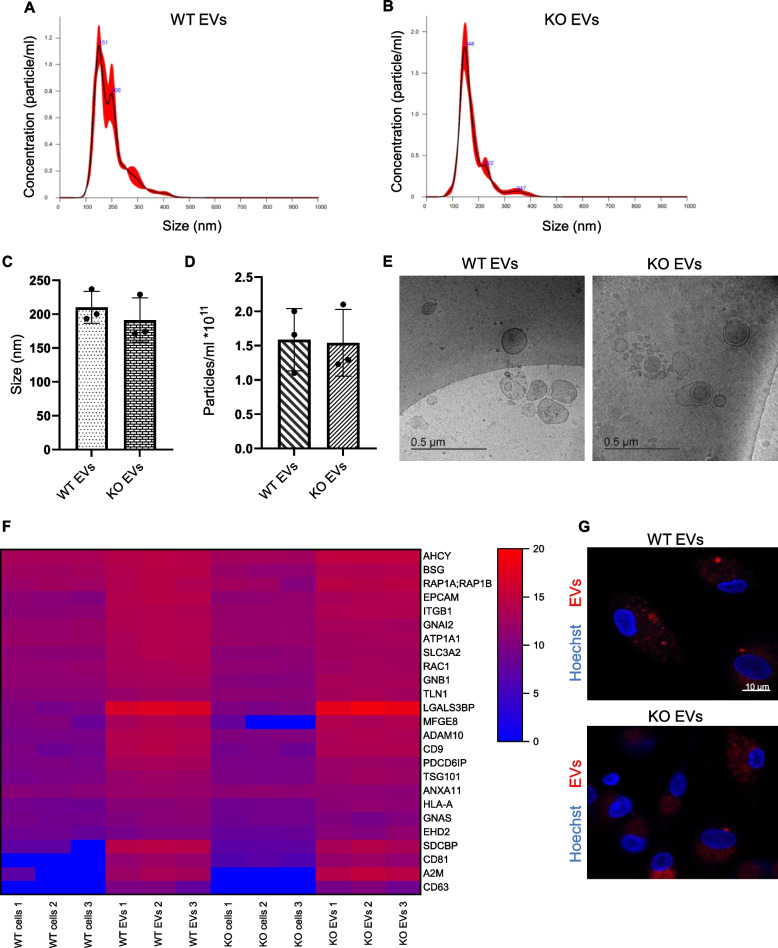
Characterization of HCT116 parental and KO cell-derived EVs isolated *via* the TFF system. **A**,** B** Representative NTA size distribution profiles of isolated EVs. **C**,** D** NanoSight quantification of EV preparations' size (C) and concentration (D) are shown as mean ± SD, n = 3 individual EV isolation, triplicates).** E** Cryo-TEM images of EVs, scale bar: 500 nm.** F** Abundance of 25 vesicle markers in WT and KO cells and EVs. Values are shown as log_2_ signal intensity of three independent preparations. **G** Cellular internalization of EVs into primary macrophages (1:10,000 cell:EV). Cells were incubated for 24 h with WT and KO EVs labeled with CFSE. Magnification, 63x, scale bar: 10 µm

### EVs alter the macrophage phenotype

Macrophage morphology is linked to their polarization state, i.e., elongated cells exhibit a more M2-like phenotype [34]. Potential changes in the macrophage phenotype upon uptake of EVs from either WT or KO cells were assessed by an Incucyte^®^ live cell analysis system. Our results showed that when differentiated primary human macrophages were polarized with KO EVs, the percentage of round cells was significantly higher compared to the WT EV-treated and TAM-like macrophages (Fig. 2A, B). This indicates that KO EVs skew the macrophages towards an M1-like phenotype. A similar pattern was observed in macrophages that were polarized with UC-derived EVs for 24 h (Fig. S3).

### EVs modulate macrophage gene expression

Changes in the expression of genes characteristic for macrophage polarization and the immune regulatory receptor VISTA (gene name *VSIR*) were assessed by qPCR (Fig. 2C-H and Fig. S4) [14, 35]. We found that incubation of macrophages with WT EVs isolated with the TFF system and TCM resulted in a higher expression of the cholesterol efflux transporter G1 (*ABCG1*), V-set immunoregulatory receptor (*VSIR*), matrix metalloproteinase (*MMP9*), and hypoxia-inducible factor 1-alpha (*HIF1A*) compared to the non-polarized M0 and KO EV-polarized macrophages. *IL6* was upregulated in all subsets of macrophages, and the highest level of upregulation was observed in KO EV-polarized cells. Furthermore, the expression of the proinflammatory cytokine *TNF* in the KO EV-treated macrophages was higher than in WT- and TCM-incubated macrophages (Fig. 2F). The expression of *IL1B* was also upregulated in macrophages polarized with KO EVs (1:10,000, cell:EV ratio) (Fig. S4E). A similar pattern in gene expression was observed with EVs obtained with the UC method (Fig. S4A-D).

### Cell surface markers change in polarized macrophages

Changes in M1- and M2-associated surface markers were investigated by flow cytometry (Fig. 2I, J). The results revealed that M1-associated CD86 and HLA-DR were more abundant in the KO EV-treated macrophages compared to other treatments and non-polarized M0, while the abundance of CD14, linked to an M2-type polarization, was decreased. On the other hand, TAM-like and WT EV-treated cells showed a lower expression of CD86 and HLA-DR and a higher expression of CD14. A higher expression of CD80 was observed in both EV-treated groups. The M1-associated surface marker CD40 exhibited higher levels in WT EV-treated macrophages compared to M0. CD206, an M2-associated marker, was most abundant in macrophages polarized towards a TAM-like phenotype. The expression of CD163, also associated with an M2-like polarization, did not show significant changes in TAM-like or EV-treated macrophages. Overall, these results indicate that EVs, similar to TCM, can induce a mixed M1- and M2-like phenotype [14].

### TNF and IL6 secretion and MMP9 activity in macrophage supernatant

We quantified the secretion of the proinflammatory cytokines TNF and IL6 into the macrophage supernatant with ELISA 24 h after polarization (Fig. 2K, L). TNF secretion by macrophages polarized with WT EVs and TCM (TAM-like) remained unchanged, while the secretion of TNF was increased in the cells that were polarized with KO EVs (Fig. 2K). IL6 was secreted by both WT- and KO-polarized macrophages, but the IL6 levels in KO EV-treated macrophage supernatant were significantly higher. In TAM-like macrophages, the secretion of IL6 was slightly lower than M0 (Fig. 2L). To assess the secretion of MMP9, gelatinase activity was measured. The result of the zymography assay showed a significantly higher MMP9 activity in TAM-like supernatants compared to the other treatments and M0. Moreover, WT EV-polarized macrophage supernatant displayed a higher MMP9 activity than the supernatant of KO EV-treated cells (Fig. 2M).

**Fig. 2:**
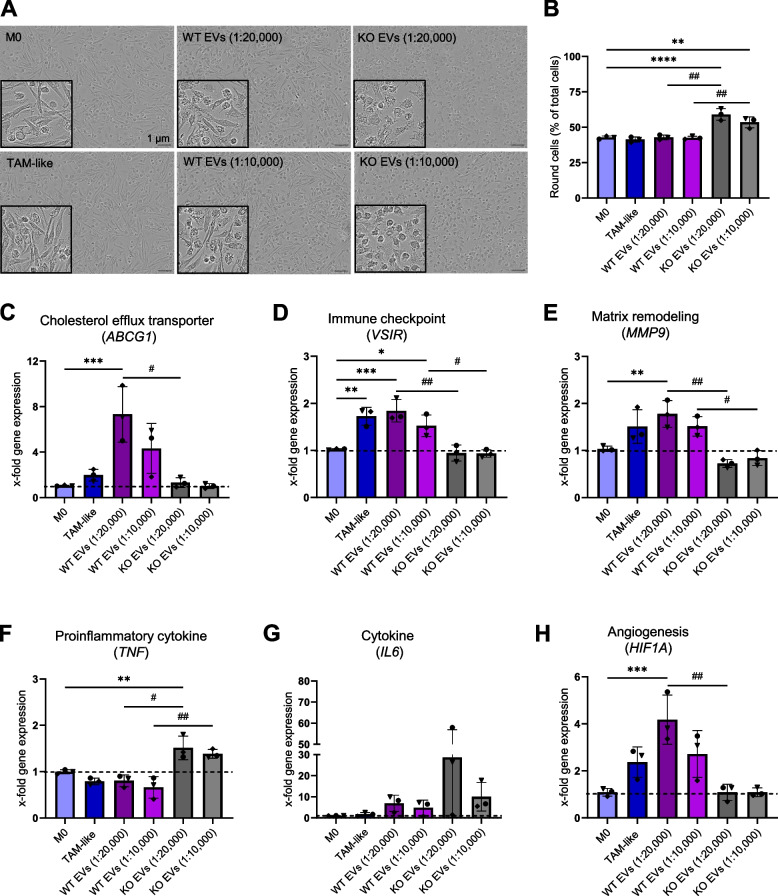

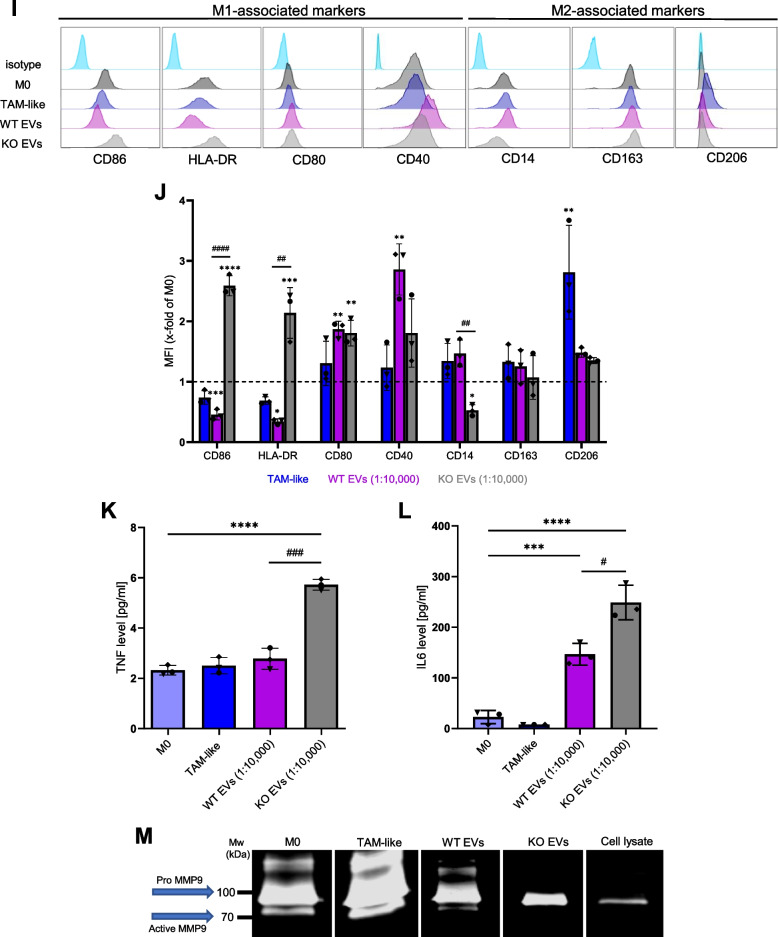
EVs change cell morphology, gene expression levels, surface markers, secretion of cytokines, and MMPs **A**,** B** Cells were grouped based on their eccentricity into a round or elongated phenotype by the Incucyte^®^ cell-by-cell analysis software. **A** Representative images of macrophages, either non-polarized (M0), polarized for 24 h with TCM (TAM-like) or with EVs (1:20,000 and 1:10,000) that were isolated with the TFF system. **B** Respective quantification of the cell population with round morphology (n = 3 individual donors, triplicates). **C-H** Gene expression in M0 and macrophages polarized with either EVs or TCM was assessed by qPCR after 24 h incubation (n = 3 individual donors, triplicates). **I**,** J** Surface marker expression was quantified in M0 and polarized macrophages by flow cytometry. Primary macrophages were incubated with EVs isolated with the UC method at a ratio of 1:10,000 (cell:EV), and TCM for 24 h. **I** Representative histograms. **J** Median fluorescence intensities (MFIs) are shown as x-fold of M0 (n = 3 individual donors, duplicates). **K-L** Macrophages were polarized for 24 h with TCM and EVs at a ratio of 1:10,000 (cell:EV) that were isolated with the UC method. The secretion of TNF (K) and IL6 (L) was quantified in M0 and EV-polarized macrophages by ELISA (n = 2 individual donors, triplicates). Data are represented as mean ± SD, and *p* < 0.05 is considered significant. * indicates a significant difference between treatments and M0. # shows a significant difference between WT and KO EVs. **M** Comparison of MMP9 secretion into macrophage supernatant by gelatin zymography assay (n = 2 individual donors). HCT116 cell lysate was used as a positive control

### WT EV-polarized macrophage supernatant increases cancer cell migration

To test whether polarized macrophage supernatant affects cancer cell migration, we evaluated the migration capacity of cancer cells in a scratch wound assay. We observed that WT EV-polarized macrophage and TAM-like supernatants were able to significantly increase cancer cell migration compared to the KO EV-polarized macrophage supernatant (Fig. 3A, B).

**Fig. 3:**
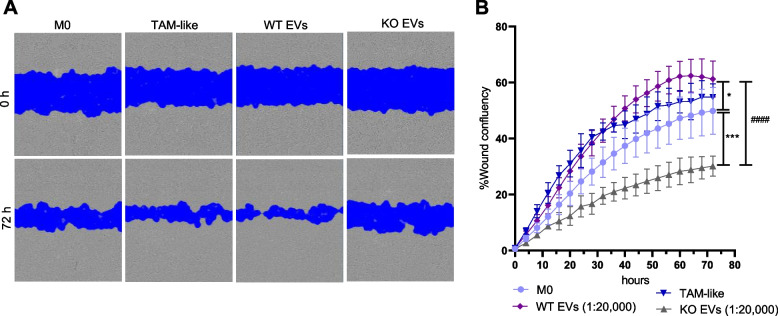
WT EV-polarized macrophage supernatant increases cancer cell migration. Primary macrophages were polarized with EVs isolated with the TFF system at a ratio of 1:20,000 (cell:EV), and TCM (TAM-like) for 24 h. The supernatant from the non-polarized M0 and polarized macrophages was added to the HCT116 cells, and the wound closure was assessed over 72 h with an Incucyte live cell imaging system. **A** Representative images of cancer cells at times 0 and 72 h after the addition of the supernatants. **B** Statistical analysis was performed for the last time point using one-way ANOVA followed by Bonferroni's post-hoc test. Data are presented as mean ± SD, and *p* < 0.05 was considered statistically significant (n = 3 individual donors, triplicate). * indicates a significant difference between treatments and M0. # shows a significant difference between WT and KO EVs

### Macrophages derived from WT EV-injected zebrafish larvae show lower expression of *tnf *and *il6*

Our data show a substantially different potential of EVs to polarize primary human macrophages depending on whether cancer cells express IMP2. We aimed to confirm these effects in an emerging 3R compatible in vivo model using zebrafish embryos. Toxicity tests revealed 3 out of 20 (15%) larvae died 24 h after the injection with either WT or KO EVs. Still, the treatments did not induce further toxicity over the next 24 h (Fig. 4A). Injection of HEPES buffer did not affect zebrafish larvae viability. FACS analysis resulted in between 0.35%-0.55% fluorescent cells corresponding to the macrophages (Fig. S5). In the following step, changes in the gene expression of proinflammatory cytokines *tnf* and *il6* were investigated by qPCR. Our data showed that the levels of both cytokines were reduced after the injection of WT EVs compared to the KO EV- and buffer-injected larvae (Fig. 4B, C).

**Fig. 4:**
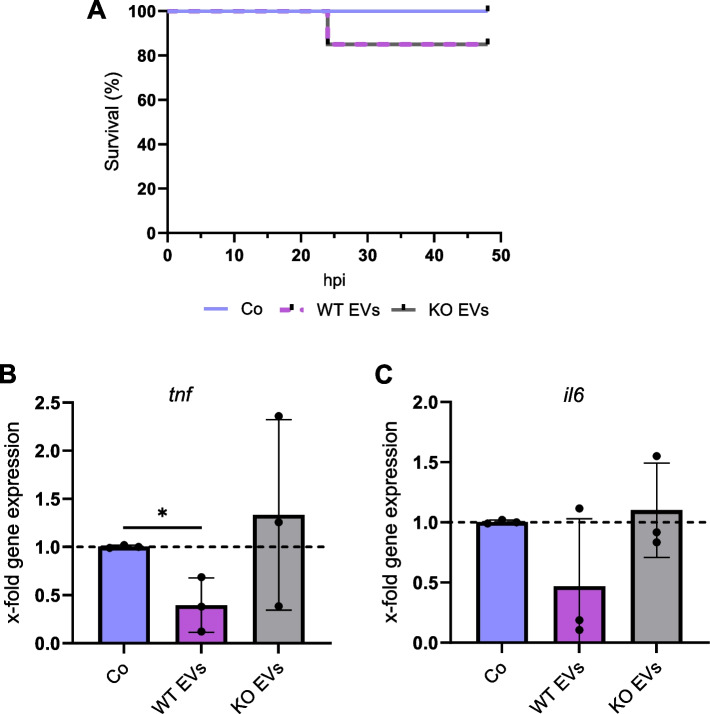
Zebrafish embryo model. mpeg1-eGFP transgenic zebrafish larvae were injected with 7,500 EV/larva and 18 h after injection, eGFP^+^ macrophages were isolated using FACS. **A** Kaplan–Meier graph shows the percentage of survival up to 48 h post-injection with EVs isolated with the TFF system. **B**,** C** Changes in the expression of *tnf* and *il6* in macrophages were quantified by qPCR, and data were normalized to the housekeeping gene *eef1a*. Statistical analysis was performed using one-way ANOVA followed by Bonferroni's post-hoc test. * shows a significant difference between Co and EVs. Data are presented as mean ± SD, and *p* < 0.05 was considered statistically significant (n = 3 biological replicates, 100–150 embryos/condition). Co: larvae injected with HEPES buffer, hpi: hours post-injection

### WT and KO EVs contain different miRNA cargo

We sought to elucidate the mechanism of how IMP2 expression by cancer cells determines EV actions on macrophages. Since miRNAs represent essential mediators of cell–cell communication and IMP2 has been shown to affect the cellular abundance and action of miRNAs [7], we hypothesized that IMP2-expressing cells mediate at least some of their actions on macrophages *via* miRNAs. We, therefore, performed miRNA-Seq of both cells and EVs. 

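Small RNA libraries were sequenced from EVs of HCT116 parental cells (WT EVs), EVs of IMP2 KO cells (KO EVs), parental cells (WT cells) and KO cells. Each group had 4 biological replicates, which gave 16 libraries. HCT116 is an established human colorectal cancer cell line, and the KO cells are a clone in which the gene of IMP2, IGF2BP2, was disrupted with CRISPR/Cas9. This gene lies on the minus strand of chromosome 3 of GRCh38 from 185643739 to 185825056. Small RNA sequencing does not measure its mRNA, so the genotype of each library was taken from its label and was not checked in the counts. EVs were collected from medium conditioned for 48 h. The paper's methods name the miRNeasy Serum/Plasma kit for the RNA of EVs and the miRNeasy Mini kit for the RNA of cells, whereas the sample labels name the High Pure RNA Isolation kit for cells. The authors made the libraries with the MGIEasy small RNA kit, counted the reads with the miRMaster pipeline at default parameters and miRBase as the reference, and deposited the count of 2656 mature miRNAs in each library, not scaled for depth. Of these miRNAs, 2002 had a count in at least 1 library, and 52 had a fractional count in at least 1 library, so the counts were rounded to whole numbers before testing.
The total count per library lay between 523930 and 835886 in WT EVs (median 589202), between 383121 and 897374 in KO EVs (median 634923), between 5600512 and 8756006 in WT cells (median 7426099) and between 6002508 and 9996962 in KO cells (median 7423675). EV libraries were therefore shallower than cell libraries, and miRNAs were detected in smaller number, between 890 and 1021 per EV library and between 1408 and 1527 per cell library. A count of 0 allows up to 3 counts, which corresponds to between 3.34 and 7.83 RPM in the EV libraries and between 0.300 and 0.536 RPM in the cell libraries. This limit covers counting error only, since PCR copies of one molecule are counted separately. Replicates of one group differed by more than the sampling noise (chi-square per degree of freedom at least 25.9 over the 24 pairs of replicates), so no library was a copy of another, and which libraries are separate replicates was taken from the labels.
KO was compared with WT by edgeR's quasi-likelihood test on the counts with TMM normalization, separately in EVs and in cells. The test covered the miRNAs kept by edgeR's filter on low counts, which were 446 in EVs and 835 in cells, and p-values were adjusted by Benjamini-Hochberg. The paper's two-sample test on RPM, its unit of reads scaled to the total of miRNA reads in a library, was computed as an alternative. Near-identical members of a miRNA family, such as miR-181a-5p and miR-181b-5p, can share reads, and the counting does not show how such reads were assigned.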

Principal component analysis (PCA) showed a clear distinction between WT and KO EV replicates and among the HCT116 parental and KO cells (Fig. 5A, B). 

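The PCA used log2(RPM + 1) of the miRNAs kept by the filter, centred and not scaled. In EVs, PC1 held 33.8% and PC2 24.5% of the variance. The PC1 scores of the 4 WT EVs lay between -8.44 and -5.47 and those of the 4 KO EVs between 5.55 and 10.4, with a gap of 11.0 between the groups. The mean PC1 scores differed (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). PC2 did not separate WT and KO EVs (exact permutation test, p = 1). Its highest scores were those of replicate 3 of KO EVs (13.7) and replicate 3 of WT EVs (7.54), while the other EV libraries lay between -4.25 and -2.66. In cells, PC1 held 50.0% and PC2 16.7% of the variance. The PC1 scores lay between -8.52 and -6.72 in WT cells and between 6.45 and 9.43 in KO cells, with a gap of 13.2 and the same p. The separation of EVs depended on the scale. With each miRNA scaled to unit variance, or with RPM in place of its logarithm, the exact permutation p for PC1 was 0.114 in EVs, whereas in cells it stayed at 0.0286 under both.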

We observed a high correlation among the 4 biological replicates for each group (Fig. S6). 

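Pearson's r of log2(RPM + 1) was computed for each pair of libraries over the 823 miRNAs kept by the filter across all 16 libraries. It describes the agreement of the profiles across miRNAs, which are not independent replicates. Within groups, the median r of the 6 pairs of replicates was 0.948 in WT EVs (range 0.938 to 0.954) and 0.939 in KO EVs, where the lowest pair had 0.928. In cells, r lay between 0.985 and 0.993 in WT cells and between 0.992 and 0.996 in KO cells (median 0.994). Each pair of EV replicates thus had a lower r than each pair of cell replicates, in libraries with fewer counts. Spearman's rho gave the lowest values, with medians of 0.913 in WT EVs, 0.900 in KO EVs, 0.980 in WT cells and 0.986 in KO cells.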

Our cluster analysis of miRNA profiles showed that the expression of 51 miRNAs was altered in WT EVs compared to KO EVs (Supplemental Table S1). 

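In KO against WT EVs, 33 of the 446 miRNAs tested had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 17 were lower and 16 were higher in KO EVs, and 92 miRNAs had an unadjusted p-value under 0.05. For 31 of the 33 miRNAs, the 4 KO values did not overlap with the 4 WT values. Among the miRNAs lower in KO EVs, miR-181b-5p fell from 7101 ± 939 to 2114 ± 329 CPM, the unit of counts scaled to library size with TMM factors (mean ± SD, n = 4 each), a log2 fold change of -1.75 (SE 0.25, derived from edgeR's F statistic, adjusted p = 2.6e-05 from edgeR). miR-181b-5p is encoded by MIR181B1, on chromosome 1 from 198858873 to 198858982, and by MIR181B2, on chromosome 9 from 124693710 to 124693798. miR-196b-5p had a log2 fold change of -1.46 (SE 0.25, adjusted p = 3.6e-04 from edgeR). Among the miRNAs higher in KO EVs, miR-30a-5p rose from 69.0 ± 15.9 to 527 ± 192 CPM (SD, n = 4 each), a log2 fold change of 2.94 (SE 0.34, adjusted p = 5.2e-06 from edgeR). MIR30A lies on chromosome 6 from 71403551 to 71403621 on the minus strand, in an intron of LINC00472. miR-30a-3p, from the same hairpin, had a log2 fold change of 2.59 (SE 0.33, adjusted p = 9.5e-06 from edgeR). miR-4485-3p had a log2 fold change of 2.85 (SE 0.37, adjusted p = 9.5e-06 from edgeR), and its hairpin shares 24 bases in a row with the mitochondrial ribosomal RNA MT-RNR2. In the fits that each left out one replicate, these log2 fold changes kept their sign and adjusted p-values under 0.05.
The number of miRNAs depended most on the test. The paper's two-sample test on RPM covered 1488 miRNAs and gave 137 with an unadjusted p-value under 0.05, of which 70 were lower in KO EVs, and 3 after Benjamini-Hochberg adjustment. On log2(RPM + 1), the same test gave 141 unadjusted and 17 adjusted. An unequal-variance two-sample test on log2(RPM + 1), chosen after seeing the data, gave 125 unadjusted, of which 57 were lower and 68 were higher in KO EVs, and 0 adjusted, with a lowest adjusted p-value of 0.0779. DESeq2 gave 43 miRNAs with an adjusted p-value under 0.05, which included all 33.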

To confirm miRNA-Seq data, three miRNAs (miR-181a-5p, miR-181a-3p, and miR-452-5p) were selected, which showed a high fold change between WT and KO EVs and had higher abundance in WT EVs relative to KO EVs (Table 2). qPCR results verified the miRNA-Seq data, showing that miR-181a-5p, miR-181a-3p, and miR-452-5p are highly abundant in WT EVs compared to KO EVs (Fig. 5E-G). 

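miR-181a-5p had 13876 ± 2444 CPM in WT EVs and 5058 ± 1382 CPM in KO EVs (SD, n = 4 each), a log2 fold change of -1.46 for KO against WT (SE 0.26, adjusted p = 3.6e-04 from edgeR). Each of the 4 KO values was below each of the 4 WT values (two-sided exact permutation test on log2(CPM + 1), p = 0.0286), and the log2 fold change stayed between -1.57 and -1.34 with each replicate left out. Its hairpins are encoded at 2 loci of GRCh38. MIR181A1 lies on chromosome 1 from 198859044 to 198859153 on the minus strand, in an intron of the long non-coding RNA MIR181A1HG. MIR181A2 lies on chromosome 9 from 124692442 to 124692551 on the plus strand, in an intron of MIR181A2HG and opposite to an intron of NR6A1. In transcript direction, the annotated sequences are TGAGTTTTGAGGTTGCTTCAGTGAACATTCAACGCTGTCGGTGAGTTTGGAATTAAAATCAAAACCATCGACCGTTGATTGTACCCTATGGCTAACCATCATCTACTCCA for MIR181A1 and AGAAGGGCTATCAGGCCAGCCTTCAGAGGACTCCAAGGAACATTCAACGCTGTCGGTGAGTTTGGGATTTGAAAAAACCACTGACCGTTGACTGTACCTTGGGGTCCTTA for MIR181A2. The counts of miR-181a-5p do not tell the 2 loci apart. miR-181a-2-3p, which by its name comes from MIR181A2, is counted apart from miR-181a-3p. It did not differ between KO and WT cells (log2 fold change 0.09, SE 0.34, adjusted p = 0.885 from edgeR). Its counts were low, between 9 and 40 in each cell library. In EVs it had at most 4 counts in each library and was not tested.
miR-181a-3p was covered by few reads, with between 34 and 70 counts in each WT EV library and between 6 and 26 in each KO EV library. It had 89.3 ± 28.9 CPM in WT EVs and 32.7 ± 21.7 CPM in KO EVs (SD, n = 4 each), a log2 fold change of -1.48 (SE 0.42, adjusted p = 0.0251 from edgeR). Replicate 3 of KO EVs (63.5 CPM) lay above replicate 2 of WT EVs (56.5 CPM), so the groups overlapped and the exact permutation p was 0.0571. Without replicate 1, 3 or 4 of WT EVs, or without replicate 1, 2 or 4 of KO EVs, the log2 fold change was between -1.49 and -1.25 and the adjusted p-value from edgeR rose to between 0.0538 and 0.101.
miR-452-5p had between 10 and 34 counts in each WT EV library, and 3, 8, 2 and 0 counts in replicates 1 to 4 of KO EVs, and was removed by the filter on low counts. On the log2(CPM + 1) scale, the difference between KO and WT EVs was -2.85, from 30.2 ± 10.5 to 4.46 ± 3.69 CPM (SD, n = 4 each, exact permutation p = 0.0286). The difference lay between -3.28 and -2.18 with each replicate left out, and without replicate 1, 3 or 4 of WT EVs (-2.67, -2.78 and -2.82) the exact permutation p was 0.0571. In the fit without a filter, edgeR gave a log2 fold change of -2.59 (SE 0.56, adjusted p = 2.9e-04). MIR452 lies on chromosome X from 151959628 to 151959712 on the minus strand, within GABRE, where it overlaps an exon of an annotated transcript. Its sequence is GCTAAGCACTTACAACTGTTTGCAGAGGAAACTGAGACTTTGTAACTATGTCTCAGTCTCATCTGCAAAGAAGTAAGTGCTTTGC.
miR-16-5p, to which the paper normalized the qPCR of EVs, had 11887 ± 455 CPM in WT EVs and 8166 ± 964 CPM in KO EVs (SD, n = 4 each), a log2 fold change of -0.54 (SE 0.22, adjusted p = 0.168 from edgeR). The exact permutation p for this miRNA was 0.0286, and its adjusted p-value in one edgeR fit over all 16 libraries was 0.0419. With each library scaled to its miR-16-5p count, the differences in log2(CPM + 1) were -0.93 for miR-181a-5p (exact permutation p = 0.0286), -1.05 for miR-181a-3p (p = 0.0571) and -2.44 for miR-452-5p (p = 0.0286).

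**Figure D1:**
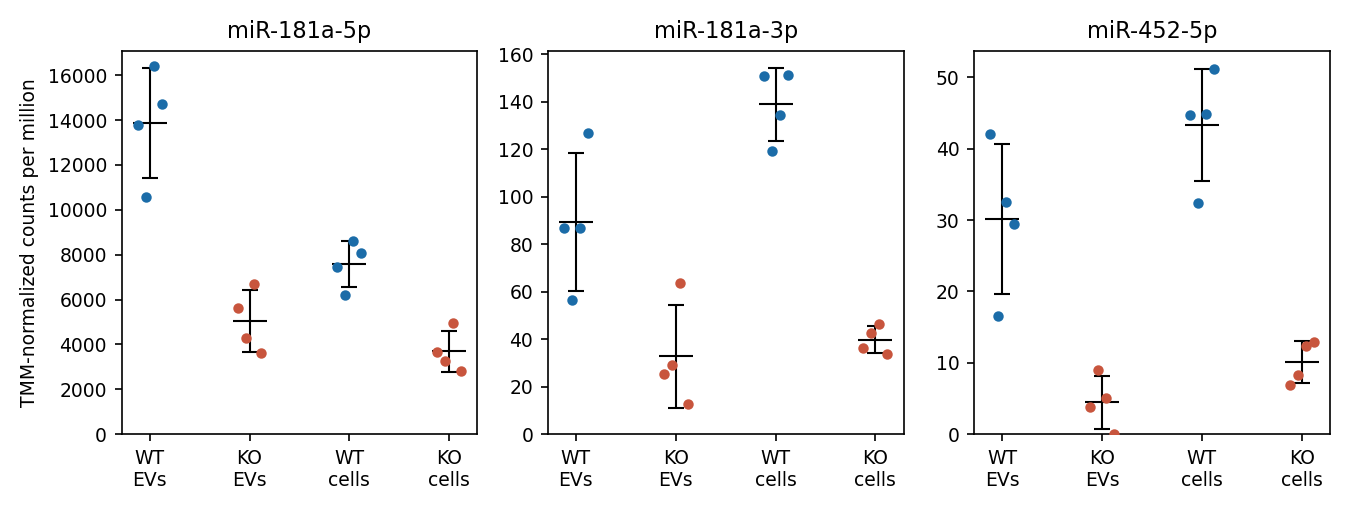
CPM (counts scaled to library size with TMM factors, linear axes from 0) of miR-181a-5p, miR-181a-3p and miR-452-5p in WT EVs, KO EVs, WT cells and KO cells. Points are the 4 replicates in order, and bars are the mean ± SD. The KO values lie below the WT values in each panel except for miR-181a-3p in EVs, where replicate 3 of KO EVs (63.5 CPM) lies above replicate 2 of WT EVs (56.5 CPM).

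The paper selected these 3 miRNAs for their fold change and for their higher abundance in WT EVs, and states from its qPCR that they are abundant in WT EVs compared to KO EVs.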

A similar pattern was observed between HCT116 parental and KO cells, although with less pronounced differences (Fig. 5H-J). In order to confirm that these alterations depend on the presence or absence of IMP2 and do not represent a clonal artifact, we assessed the expression of these three miRNAs in two other IMP2 KO clones, i.e., clones 47–2 and 47–6 [22]. Data for all three clones were very similar and confirmed the higher abundance of all three miRNAs in IMP2-expressing cells (Fig. S8).

**Fig. 5:**
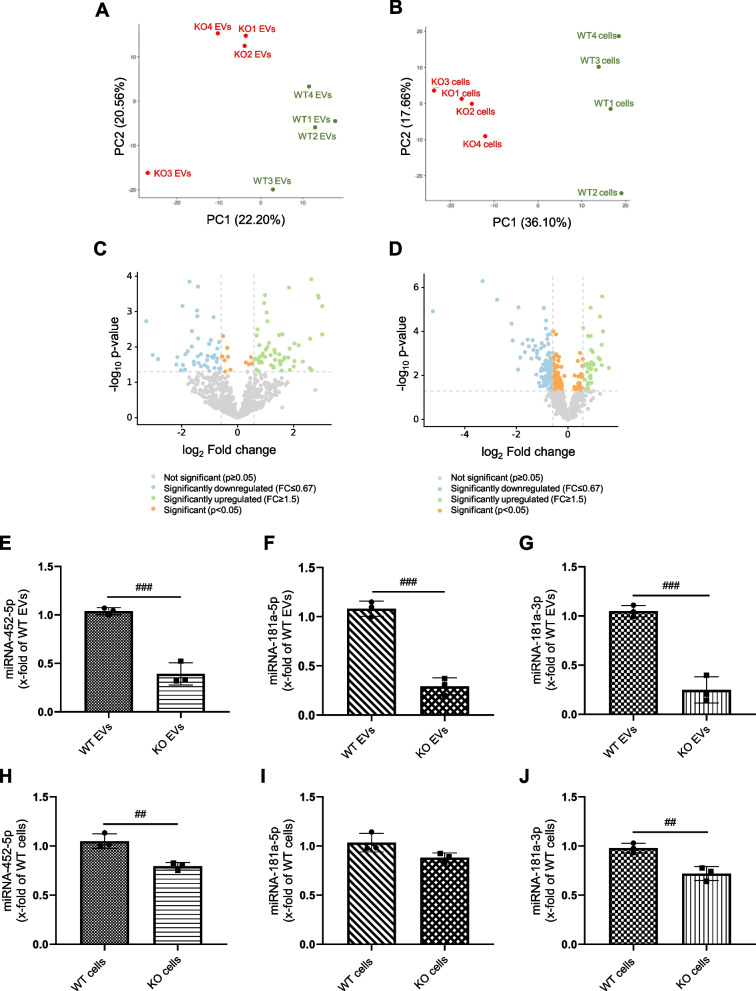

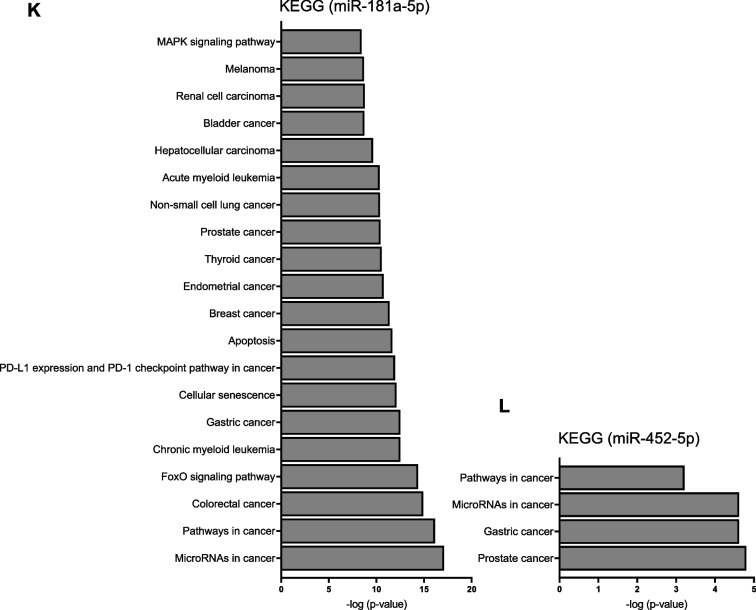
miRNA-Seq data. **A**,** B** PCA shows a clear distinction between WT and KO EVs (left) and HCT116 parental and KO cells (right). **C**,** D** Differentially expressed miRNAs in EVs (right) and cells (left) are shown as volcano plots. Log_2_ Fold change is plotted against -log_10_ *p*-value (4 biological replicates). **E-J** The presence of miRNAs was assessed by qPCR in EV and cell samples. The content of miRNAs in EVs (E–G) and cells (H-J) was normalized to 16-5p and U6, respectively, and is shown as fold change relative to WT samples. Statistical analysis was performed using Student's *t*-test, and data are presented as mean ± SD, n = 3, triplicates. # shows a significant difference between WT and KO EVs. **K**,** L** KEGG pathway enrichment for miR-181a-5p and miR-452-5p. KEGG pathway enrichment for miR-181a-5p (left) and miR-452-5p (right) are shown. The analysis was performed using miRTargetLink 2.0

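In KO against WT cells, 147 of the 835 miRNAs tested had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and 270 had an unadjusted p-value under 0.05. Of the 147, 84 were lower and 63 were higher in KO cells. This split depended on the scaling, with 63 lower and 76 higher under the median-of-ratios size factors, 59 lower and 74 higher under upper-quartile normalization, and 132 lower and 41 higher with library size alone. With library size alone, the median log2 fold change of all miRNAs tested moved by -0.15 from its value of -0.09 under TMM. The 4 KO and 4 WT values did not overlap for 132 of the 147 miRNAs. The thresholds drawn in Fig. 5C, D include a fold change, and with at least 1.5-fold in addition to the adjusted p-value, 117 miRNAs were left in cells and all 33 in EVs.
Among the miRNAs lower in KO cells, miR-551b-3p had between 242 and 316 counts in each WT cell library and at most 3 counts in each KO cell library, and was at least 95.3-fold lower in KO cells. Its gene lies on chromosome 3 from 168551854 to 168551949 on the plus strand, in an intron of EGFEM1P. miR-142-3p fell from 97.0 ± 15.8 to 9.75 ± 1.40 CPM (SD, n = 4 each), a log2 fold change of -3.31 (SE 0.18, adjusted p = 7.8e-09 from edgeR). miR-142-5p, from the same hairpin on chromosome 17, had a log2 fold change of -3.09 (SE 0.24, adjusted p = 7.1e-07 from edgeR). Neither differed between KO and WT EVs, with log2 fold changes of -0.03 (SE 0.36) and 0.13 (SE 0.37) and adjusted p-values of 0.968 and 0.901 from edgeR. Without replicate 4 of WT EVs, the log2 fold change of miR-142-3p in EVs was 0.51, and without replicate 2 of WT EVs or replicate 4 of KO EVs that of miR-142-5p was -0.10 or -0.02. Without replicate 4 of WT EVs it was 0.60.
Among the miRNAs higher in KO cells, miR-23b-3p rose from 3158 ± 244 to 8711 ± 572 CPM (SD, n = 4 each), a log2 fold change of 1.46 (SE 0.12, adjusted p = 7.1e-07 from edgeR). miR-27b-3p had a log2 fold change of 1.38 (SE 0.13) and miR-30a-3p of 1.51 (SE 0.15). MIR23B and MIR27B lie next to each other on chromosome 9, from 95085208 to 95085304 and from 95085445 to 95085541, in an intron of C9orf3. Both were also higher in KO EVs, with log2 fold changes of 1.83 (SE 0.25) for miR-23b-3p and 1.52 (SE 0.26) for miR-27b-3p.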

**Table 2:** Selected differentially expressed miRNAs enriched in WT EVs

miRNA	log_2_FC (KO/WT)	RPM (read per million)
hsa-miR-181a-5p	-1.45	7330.93
hsa-miR-181a-3p	-1.55	45.14
hsa-miR-452-5p	-2.84	12.43

We then identified potential target genes that might be affected by these miRNAs delivered by EVs to macrophages. We used miRTarget Link 2.0 and focused on the strongly validated genes (Table 3). For miR-181a-5p, which was expressed at very high levels in WT EVs (Table 2), 74 validated target genes were identified, while the validated target genes for miR-181a-3p and miR-452-5p were only one and seven, respectively (Table 3).

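miR-181a-5p had 13766 ± 2585 RPM in WT EVs (SD, n = 4), which is 1.38% of the miRNA reads, and its mean ranked 18th among all miRNAs. The most abundant miRNAs in WT EVs were let-7a-5p with 108690 ± 12418 RPM, let-7b-5p with 57574 ± 15609 RPM and miR-21-5p with 54557 ± 18769 RPM (SD, n = 4 each). Averaged over WT and KO EVs together, miR-181a-5p ranked 26th. miR-181a-3p had 89.0 ± 31.7 RPM and miR-452-5p 29.9 ± 10.1 RPM in WT EVs (SD, n = 4 each). Without replicate 3 of WT EVs, the mean of miR-181a-5p ranked 21st.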

**Table 3:** Validated targets of WT EV-enriched miRNAs based on miRTarget Link 2.0

hsa-miR-181a-5p			hsa-miR-181a-3p	hsa-miR-452-5p
NLK	XIAP	RUNX1	NANOG	BMI1
GATA6	GPR78	SAMHD1		DPYSL2
CDX2	RASSF6	NRAS		KRAS
PLAG1	PBX3	CEBPA		THRB
BCL2	MAP2K1	EGR1		LEF1
PROX1	DDX3X	TCF4		TCF4
KAT2B	KRAS	CTNNB1		CDKN1B
CDKN1B	NOTCH1	RASSF1		
ZNF763	TIMP1	INPP4B		
DDIT4	COL16A1	PRKN		
ATM	PGR	GPD1L		
HIPK2	TGFBRAP1	BAX		
BCL2L11	PPP3CA	PTEN		
HRAS	ATG5	PHLPP2		
RNF2	TGFBR1	TUSC3		
RALA	E2F5	CDKN1A		
SIRT1	PRKCD	MEG3		
PRAP1	RAP1B	CTDSPL		
DUSP6	PRKCD	TWIST1		
PTPN11	ABCG2	MAPK1		
DUSP5	WIF1	WIF1		
PTPN22	TERT	RGS16		
FOS	RGS5	MCL1		
MTMR3	IFNG	STAT3		
KLF6	AHR			

### EV uptake is inhibited by macropinocytosis and phagocytosis inhibitors

To investigate the route(s) of EV uptake, we applied three commonly used inhibitors that have been reported to affect pathways of EV uptake in macrophages [36]. Since longer incubation times with the inhibitors impaired cell viability (data not shown), a treatment duration of 6 h was chosen. We observed that pre-treatment of macrophages with EIPA (macropinocytosis inhibitor) or LY294002 (phagocytosis inhibitor) led to an approximately 40% reduction in the uptake of fluorescently labeled EVs, while inhibition by Dynasore (clathrin-dependent endocytosis) was not statistically significant (Fig. 6A, B). 

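Among the 33 miRNAs with an adjusted p-value under 0.05 between KO and WT EVs, miR-181a-5p had the second highest mean RPM in WT EVs. The highest was that of miR-7-5p, with 24476 ± 4771 RPM (SD, n = 4), which was above miR-181a-5p in each of the 4 WT EVs. miR-7-5p has 3 annotated hairpins, which the counts do not tell apart. Of these, MIR7-1 lies within HNRNPK on chromosome 9 (83969748 to 83969857, minus strand), where it overlaps an exon of an annotated transcript. miR-7-5p was lower in KO EVs, with a log2 fold change of -1.41 (SE 0.26, adjusted p = 6.8e-04 from edgeR), and kept an adjusted p-value of at most 0.0136 with each replicate left out. miR-1246 ranked below miR-181a-5p, with 11214 ± 6073 RPM in WT EVs and a log2 fold change of -1.19 (SE 0.34, adjusted p = 0.0251 from edgeR). Its groups overlapped, and its adjusted p-value rose to between 0.0881 and 0.202 without replicate 2 or 4 of WT EVs or without replicate 1 or 2 of KO EVs. Without replicate 3 of WT EVs, miR-181a-5p ranked 3 in place of 2. Averaged over all 8 EV libraries, it ranked 4. Of the miRNAs that precede miR-181a-5p by RPM in Table S1, whose copy used here lists 50 miRNAs against the paper's 51, let-7e-5p had a log2 fold change of -0.90 (SE 0.23, adjusted p = 0.0164 from edgeR), which rose to between 0.0653 and 0.0804 without replicate 3 of WT EVs or replicate 1 or 2 of KO EVs. miR-20a-5p had a log2 fold change of -0.64 (SE 0.25, adjusted p = 0.140 from edgeR) and overlapping groups.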

To explore whether inhibiting EV uptake reduces the delivery of miR-181a-5p, the distinctly most abundant differentially expressed miRNA in WT EVs, and subsequent changes in gene expression, macrophages were incubated with EVs in the presence and absence of either EIPA or LY294002. Our findings revealed a significant reduction in the levels of miR-181a-5p in cells pre-treated with these inhibitors compared to cells treated with EVs alone (Fig. 6C). In addition, the inhibition of WT EV uptake resulted in lower expression of *MMP9*, *HIF1A,* and *VSIR*, three genes characterizing TAMs, compared to cells treated with WT EVs alone (Fig. 6D-F).

**Fig. 6:**
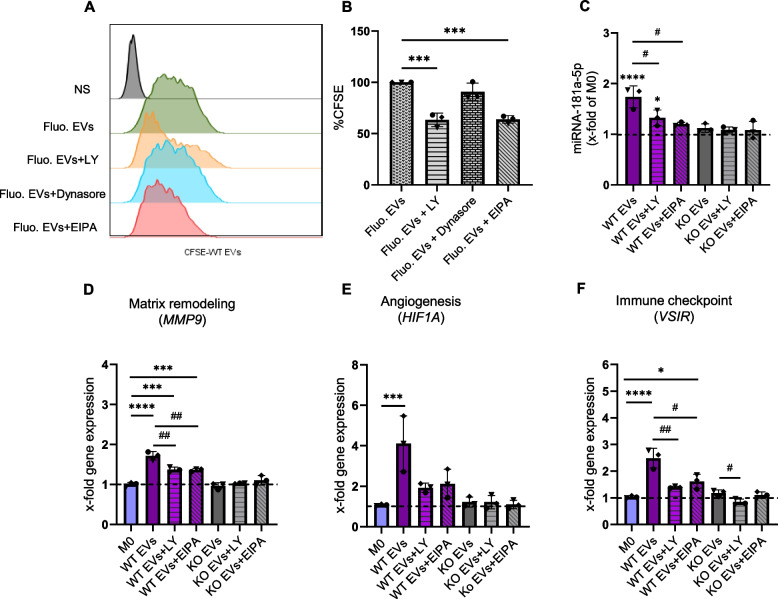
EV uptake is reduced with inhibitors. **A**,** B** Measurement of fluorescent EV uptake by flow cytometry. Macrophages were pre-treated with either LY294002 (LY), Dynasore, or EIPA for 1 h, followed by an additional 6 h incubation with CFSE-labeled WT EVs (n = 3 individual donors, one replicate). Representative histogram (A), Relative CFSE fluorescence compared to cells treated with fluorescent EVs but without inhibitor (B). NS: non-stained. **C** The amount of miR-181a-5p was quantified by qPCR after 1 h pre-treatment with the inhibitors and then 6 h incubation with WT and KO EVs (1:20,000 cell:EV ratio). **D-F** Changes in the expression of *MMP9*, *HIF1A*, and *VSIR* were assessed in macrophages incubated with EVs in the presence and absence of the inhibitors. Statistical analysis was performed using one-way ANOVA followed by Bonferroni's post-hoc test. Data are presented as mean ± SD, n = 3 individual donors, triplicates. * indicates a significant difference between treatments and M0. # shows a significant difference between EVs and EVs with inhibitors

Next, we aimed to assess whether intact EVs are required to exhibit the action of the EV preparations we used. We observed that boiling abrogated the increase in miR-181a-5p expression in WT EV-treated macrophages (Fig. S9A). Furthermore, we assessed the expression of *MMP9*, *HIF1A*, and *VSIR* after treatment with boiled WT EVs, which resulted in no or minimal induction compared to non-boiled EVs (Fig. S9B-D).

### miR-181a-5p as a critical cargo in EVs released by IMP2-expressing cancer cells

KEGG pathway enrichment analysis showed much higher involvement of miR-181a-5p in several types of cancer and crucial signaling pathways compared to miR-452-5p and miR-181a-3p (Fig. 5K, L). One of the top pathways regulated by miR-181a-5p is the mitogen-activated protein kinase (MAPK) signaling pathway, which plays an important role not only in cancer [4, 5, 7], but also in the regulation of macrophage activation [37, 38]. DUSP6, a validated target of miR-181a-5p (Table 3), is a member of the MAPK phosphatase family, which negatively regulates MAPK members. Also, miR-452a-5p regulates the MAPK/DUSP6 pathway, which supports a tumor-suppressive macrophage phenotype [38, 39]. First, we quantified the amount of miR-181a-5p, which is highly upregulated in WT EVs compared to KO EVs, in macrophages treated with EVs. We observed a significantly higher amount of miR-181a-5p in WT EV-treated macrophages compared to KO EV-treated cells (Fig. 7A). Similarly, WT TCM increased miR-181a-5p expression, whereas KO TCM did not (Fig. 7B). To determine whether this WT TCM-induced increase was due to miRNA transfer *via* EVs, we incubated macrophages with EV-depleted TCM. EV depletion completely prevented the TCM-mediated increase in miR-181a-5p abundance (Fig. 7B). This finding conclusively shows that EVs from WT cells are responsible for the increased abundance of miRNA-181a-5p in WT TCM-treated macrophages. Furthermore, we could confirm *DUSP6* as a target gene of miR-181a-5p in HMDMs: the mRNA levels of *DUSP6* in macrophages transfected with the miR-181a-5p mimic were significantly decreased compared to the NTC-mimic or non-transfected M0 cells. In contrast, mimics for miR-452-5p or miR-181a-3p did not affect *DUSP6* mRNA levels (Fig. 7C). Moreover, the expression of *DUSP6* was decreased in macrophages polarized with WT EVs compared to M0 and KO EVs (Fig. 7D). On the other hand, KO EV-treated macrophages showed a slightly increased *DUSP6* expression compared to M0, but significantly higher than WT EV-polarized cells.

**Fig. 7:**
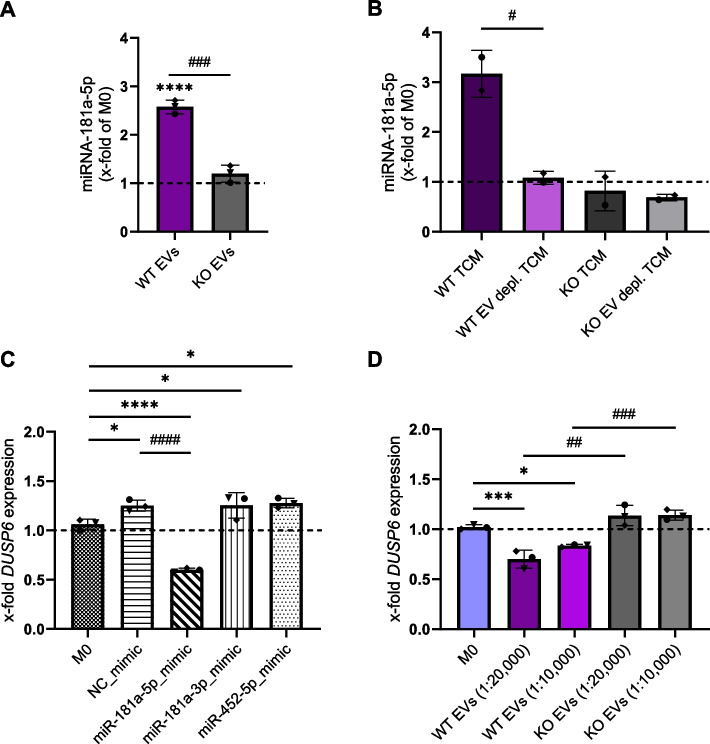
miR-181a-5p negatively regulates the expression of *DUSP6* MAPK phosphatase. **A** Content of miR-181a-5p in EV-treated macrophages. The amount of miR-181a-5p was quantified by qPCR after 24 h incubation with WT and KO EVs (1:20,000; cell:EV ratio). **B** Content of miR-181a-5p in macrophages polarized with WT and KO TCM and TFF EV-depleted TCM. The amount of miR-181a-5p was quantified by qPCR after 24 h incubation. **C** Non-polarized M0 were transfected with 100 nM miRNA mimics or NTC for 24 h, and the mRNA levels of *DUSP6* were assessed by qPCR. **D** mRNA levels of *DUSP6* in macrophages polarized with EVs. Statistical analysis was performed using one-way ANOVA followed by Bonferroni's post-hoc test. Data are presented as mean ± SD, n = 3 individual donors, triplicates. * indicates a significant difference between treatments and M0. # shows a significant difference between WT and KO EVs

### Different protein composition of WT and KO EVs

Besides miRNAs, proteins are an essential cargo involved in the effects of EVs in cancer progression [40]. Therefore, we analyzed the protein composition of WT and KO EVs by proteomics. In WT EVs, a total of 1789 proteins were detected in three out of three vesicle preparations. In KO EVs, the number was slightly lower at 1321, with most proteins detected in KO EVs overlapping with those in WT EVs (Fig. 8A). 149 proteins differed significantly in their abundance. Of these, 97 proteins were detected in WT and KO EVs, with 50 proteins showing a higher abundance in WT vesicles and 47 proteins being more highly abundant in KO vesicles (Fig. 8B). In addition, 50 significantly altered proteins, including IMP2, were exclusively present in WT EVs and two proteins in KO EVs (Supplemental Table S2). Interestingly, the protein exhibiting the largest difference in abundance between IMP2 WT and KO cells is CD44, i.e., a fragment of the hyaluronic acid receptor (Supplemental Table S2). With hyaluronic acid representing a major regulator of macrophage polarization [41], this finding might imply that the EV glycocalyx differs between these vesicles.

KEGG pathway analysis suggested that the differentially expressed proteins are involved in miRNA regulation, endocytosis, and regulation of the actin cytoskeleton. Moreover, proteins involved in several metabolic pathways, such as glycolysis, were significantly enriched. These included, for example, alpha-enolase, triosephosphate isomerase, pyruvate kinase, phosphoglucomutase-1, and hexokinase (Fig. 8C, Supplemental Table S2). The GO term analysis suggested an involvement of differentially abundant proteins in additional processes, e.g., in telomere maintenance and the organization of organelles, but also showed a clear link to metabolic processes (Fig. 8D, Supplemental Table S2).

**Fig. 8:**
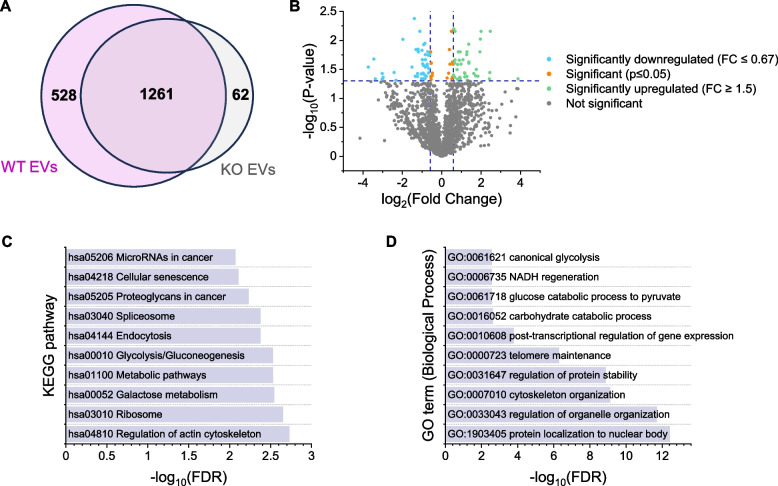
Proteomics data.** A** Total number of proteins detected in WT and KO EVs (= proteins with valid measurements in 3/3 preparations). **B** Differentially expressed proteins in KO *vs*. WT EVs. Log_2_ Fold Change is plotted against -log_10_ *p*-value. Proteins absent in one EV type are not shown. **C**,** D** KEGG Pathway (**C**) and GO term (**D**) enrichment for differentially abundant proteins

### EVs change macrophage metabolism

Macrophage phenotypes are linked to their metabolic profile. Proteomic analysis indicated that EV protein cargoes might influence metabolic processes. In addition, the miR-181a-5p target *DUSP6* has been proposed as a critical regulator of immune cell metabolism [42]. Therefore, we hypothesized that WT and KO EVs have different effects on macrophage metabolism. First, the changes in metabolic activity of macrophages polarized with EVs were examined using an MTT assay. While this assay is mainly used as a cytotoxicity assay, it is very sensitive toward metabolic alterations independent of cell number [24]. Cells were treated with different cell:EV ratios for 24 h. As shown in Fig. 9A and Fig. S10A, the polarization of macrophages with WT EVs resulted in a significantly higher metabolic activity compared to non-polarized M0 and the KO EV-polarized cells. Importantly, the number of cells after polarization with EVs remained unchanged (Fig. S10B). To further investigate changes in the bioenergetic profile of the polarized macrophages, mito stress tests were performed by a Seahorse^®^ analyzer in cells polarized with EVs for 24 h (Fig. 9B-E). At the basal level, KO EV-treated cells showed the lowest oxygen consumption rate (OCR, Fig. 9D). On the other hand, the extracellular acidification rate (ECAR) as an indirect measurement of glycolysis revealed the highest level in the KO EV-treated macrophages (Fig. 9E).

**Fig. 9:**
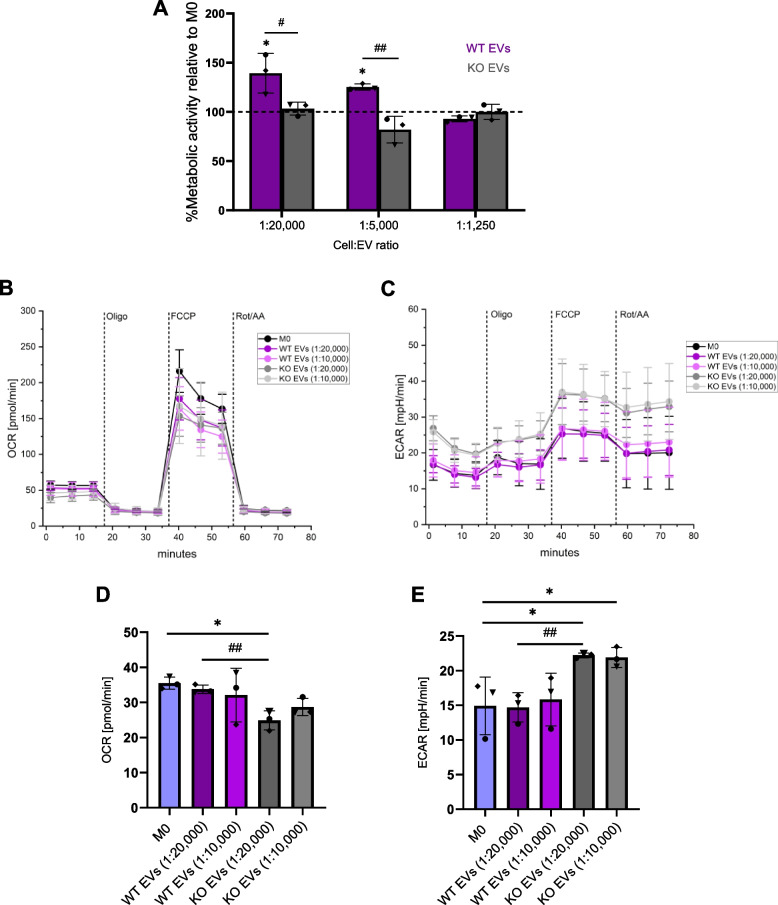
EVs affect macrophage metabolism. **A** The metabolic activity of primary macrophages was measured using an MTT assay 24 h after polarization with EVs isolated with the TFF system (1:20,000–1:1,250 cell:EV ratios). Data are presented as a percentage of metabolic activity relative to non-polarized M0 (mean ± SD, n = 3 individual donors, triplicates). **B-E** M0 macrophages were polarized with EVs isolated with the TFF system at different cell:EV ratios (1:20,000 and 1:10,000) for 24 h. OCR and ECAR were measured with a mito stress test using a Seahorse^®^ XFe96 Flux Analyzer. **B** Basal OCR. **C** ECAR in different macrophage subsets, and **D**,** E** Respective quantifications. Statistical analysis was performed using one-way ANOVA followed by Bonferroni's post-hoc test. Data are presented as mean ± SD (n = 3 individual donors, quintuplicate). * indicates a significant difference between treatments and M0. # shows a significant difference between WT and KO EVs

## Discussion

Even though the role of IMP2 has been investigated in tumorigenesis and cancer progression in different gastrointestinal cancers [4–6, 22], there is a lack of understanding of its effects on tumor-associated macrophages. Therefore, in the current study, we investigated the functional impact of EVs secreted from IMP2-expressing HCT116 and CRISPR/Cas9 IMP2 KO cells in vitro on primary human monocyte-derived macrophages and on macrophages isolated from zebrafish embryos after in vivo treatment with EVs.

We have previously shown that the cultivation of HMDMs with lung cancer TCM is a representative in vitro model for ex vivo TAMs [14]. In this study, we observed that TCM from HCT116 can polarize macrophages towards TAM-like cells, which are known as drivers of diverse hallmarks of cancer. The TAM-like macrophages induced by HCT116 TCM changed expression levels of TAM-associated genes and surface markers and their secretion of MMPs and cytokines. They also increased the migratory capacity of cancer cells, paralleled by morphological alterations. While multiple characteristics of TAM-like macrophages show similarity to an M2-like phenotype, the cells do neither exhibit a clear M1 nor M2 polarization. In fact, the heterogeneity of TAM phenotypes in the TME is well established, while the terms M1 and M2 were introduced to define the possible extremes of in vitro-polarized cells [43, 44].

EVs showed a major contribution to the polarization of macrophages towards TAMs, which is in agreement with previous studies showing diverse effects of EVs on macrophages [19–21]. Since many effects were induced by WT EVs derived from IMP2-expressing cells, and not by KO EVs, a central role of IMP2 in the polarization of macrophages towards an M2-like phenotype by cancer cell-derived EVs is suggested.

To further study the effect of EVs on macrophages in vivo, we used a zebrafish embryo model in which macrophages fluoresce. Zebrafish represent a favorable alternative model in biomedical research in accordance with the 3R rules. It has been reported that the plasticity and diversity of zebrafish macrophages resemble their mammalian counterparts. Therefore, it is a suitable model to study the interaction of immune cells with nanoparticles [45–47]. Our data verified the in vitro results as zebrafish macrophages, upon polarization with WT EVs, showed lower proinflammatory gene expression levels compared to KO EVs. Nevertheless, it is essential to note that studies have reported conflicting results regarding the role of IL6 in the TME. On the one hand, IL6 may sustain a pro-tumor milieu by supporting angiogenesis and tumor evasion of immune surveillance. On the other hand, IL6 has been described as opposing tumor growth by mobilizing anti-tumor T cell responses [48, 49]. In the current study, we investigated changes in IL6 expression in two different species: primary human macrophages and zebrafish embryos. Given that the biodistribution of EVs and the extent of EV uptake by cells are likely to vary between different species, it is not surprising that we observed differences in the gene expression levels.

The effects on HMDMs that we observed in this study may partly be mediated directly by vesicular IMP2, which was only detected in WT EVs. Interestingly, M2 macrophages have been shown previously to exhibit elevated IMP2 levels, suggesting that IMP2 may influence the macrophage phenotype [50]. However, our study showed that IMP2 also influences the miRNA and protein cargo of EVs. Lately, it has been shown that IMP1, another IMP family member, promoted melanoma and neuroblastoma metastases by altering the composition of EVs secreted by cancer cells [51, 52]. Since EVs facilitate much of their action *via* the delivery of miRNAs to their target cells [53–59] and IMP2 has been shown to interact with miRNA regulatory pathways [7], we hypothesized that an altered miRNA cargo might contribute to the different actions of WT and KO EVs on macrophages. To test this hypothesis, we performed miRNA sequencing with EVs and cells. 

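In parental cells, miR-181a-5p had 7953 ± 1102 RPM, miR-181a-3p 146 ± 17.8 RPM and miR-452-5p 45.4 ± 8.81 RPM (SD, n = 4 each). All 3 miRNAs were lower in KO cells. miR-181a-5p fell from 7588 ± 1029 to 3685 ± 932 CPM (SD, n = 4 each), a log2 fold change of -1.04 (SE 0.17, adjusted p = 5.5e-04 from edgeR). miR-181a-3p had a log2 fold change of -1.80 (SE 0.16, adjusted p = 1.7e-06 from edgeR) and miR-452-5p of -2.11 (SE 0.22, adjusted p = 1.3e-05 from edgeR). For each of them, the 4 KO values lay below the 4 WT values (exact permutation test, p = 0.0286), and leaving out any replicate kept the adjusted p-value at or under 0.00404. The KO effect in EVs was then set against that in cells by the interaction term of one edgeR fit over all 16 libraries. The difference, EVs minus cells, was -0.45 for miR-181a-5p (SE 0.29, adjusted p = 0.776 from edgeR), 0.27 for miR-181a-3p (SE 0.41, adjusted p = 0.962) and -0.50 for miR-452-5p (SE 0.59, adjusted p = 0.954). For miR-181a-3p it was -0.22 without replicate 3 of KO EVs, and for miR-452-5p -1.26 without replicate 2 of KO EVs. A difference between the effects in EVs and in cells was thus not detected for these 3 miRNAs. In the same fit, miR-181a-5p was higher in EVs than in cells (log2 fold change 0.59, SE 0.15, adjusted p = 0.00112 from edgeR), whereas miR-181a-3p (-0.56, SE 0.20, adjusted p = 0.0187) and miR-452-5p (-0.81, SE 0.29, adjusted p = 0.0158) were lower in EVs. These differences between EVs and cells cannot be separated from their different RNA kits.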

Among the differentially expressed miRNAs in EVs, three miRNAs (miR-181a-5p, miR-181a-3p, and miR-452-5p) were highly abundant in WT EVs and parental cells. These miRNAs have been implicated in the development of metabolic diseases, cancer, and macrophage polarization [38, 39, 60–65]. Indrieri and co-workers demonstrated the protective effects of miR-181a/b downregulation in mitochondrial diseases [62], and miR-181a has been described as a regulator of inflammatory responses in monocytes and macrophages [60]. Very recently, others have also shown an EV-facilitated transfer of miR-181a-5p into macrophages that induces an M2-like phenotype [66]. In another study, miR-181a-5p was identified as a negative regulator in high mobility group box-1 protein-induced immune responses by targeting *TNF* mRNA [67]. miR-452-5p was identified as a regulator of pancreatic endocrine dysfunction [61]. In addition, miR-452-5p in exosomes secreted from HCC cells induced an M2 polarization, thus stimulating HCC progression by targeting tissue inhibitor of metalloprotease 3 (TIMP3) [39]. The same miRNA was upregulated in CRC and promoted the progression of CRC by activating the miR-452-PKN2/DUSP6 pathway [38]. Besides miRNAs, other EV-associated cargoes could direct macrophage polarization. Our study suggests that IMP2 influences, amongst other things, the abundance of proteins involved in metabolic processes in EVs. Further studies are required to determine whether, which, and how specific vesicular proteins may affect the macrophage phenotype and function.

Several routes of EV uptake have been proposed in macrophages as outlined in [36], and there seems to be limited agreement on the most important mechanism of EV uptake. A population of EVs can simultaneously engage multiple entry pathways into a cell, with the primary route mainly depending on the cell type [36]. In this study, we found phagocytosis and macropinocytosis to be the major routes of EV uptake. We demonstrated that lower levels of miR-181a-5p correlate with alterations in gene expression and macrophage polarization supporting multiple findings by others reporting miR-181a as important immunosuppressive and M2-inducing regulator in macrophages (e.g., [60, 66]).

We observed that the boiling process interfered with the miRNA stability and/or delivery into the cells. Although it has been claimed by Chen and co-workers that miRNAs survive the boiling process [68], others have shown miRNA degradation under various conditions such as high temperature, freeze–thaw, and humidity [69–73]. The boiling process also denatures proteins that are, on the one hand, necessary for the uptake of EVs and, on the other hand, are probably partly responsible for the effects of EVs.

We investigated the role of miR-181a-5p, which showed the highest abundance in WT EVs, on macrophage polarization. We confirmed that *DUSP6* is a direct target of miR-181a-5p, and its mRNA abundance is negatively regulated by the miRNA. miR-181a has been described to control T cell receptor activation through several phosphatases, in particular DUSP6 [74, 75]. Moreover, the importance of DUSP6 to antagonize the tumor-supporting action of ERK1/2 in colorectal cancer has been reported [37, 38].

The regulatory role of phosphatase DUSP6 in T cell metabolism towards glycolysis has been described [42]. Here we observed higher miR-181a-5p and lower *DUSP6* levels in the polarized macrophages with WT EVs, which might contribute to an EV-mediated shift towards oxidative phosphorylation (OXPHOS). However, the differences in protein cargo may also affect macrophage metabolism upon EV treatment. Further studies are needed to gather respective experimental evidence. Besides the role of DUSP6 in metabolism, changes in the phenotype of macrophages could also explain the alterations in the metabolic activity upon polarization with EVs. It has been shown that M1 macrophages have an enhanced glycolytic metabolism to fulfill their energy demands, while M2 macrophages mainly rely on OXPHOS [76, 77]. The lower basal OCR and higher ECAR values observed in macrophages polarized with KO EVs indicate a metabolic shift from OXPHOS to glycolysis, which is mainly observed in classically activated macrophages. Thus, the proinflammatory phenotype induced by KO EVs may directly cause metabolic effects. Alternatively, differentially abundant proteins in KO *vs*. WT EVs may also influence the metabolic shift. However, the contribution of specific proteins to the metabolic shift observed in EV-treated macrophages remains to be elucidated.

The limitation of our current study lies in the utilization of a single type of colon cancer cell line, namely HCT116 WT and KO. It is important to note that these cells closely mirror the clinical context, as recently highlighted by Kendzia and colleagues [6]. In fact, our group has made numerous attempts to generate IMP2 KO cells using diverse methods ([22] and data not shown). However, these efforts typically resulted in non-proliferating cells, indicating the importance of IMP2 for cell proliferation. Additionally, by showing a reduction in expression of miR-181a-5p in three independent IMP2 KO cell clones, the observed effects are unlikely to be a clonal artifact.

## Conclusion

Our results indicate that EVs secreted from IMP2-expressing HCT116 cells contribute to a polarization of macrophages towards a TAM-like phenotype. This polarization strongly depends on IMP2 expression, which alters the composition of vesicular miRNAs and proteins. The IMP2-dependent changes in EV composition affect tumor-suppressive signaling pathways and, most likely, contribute to an altered macrophage metabolism. In summary, we showed that IMP2 in cancer cells can modulate the influence of cancer cell-derived EVs on macrophages, which may contribute to tumor progression.

### Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

## Data Availability

The miRNA-Seq raw and processed data were deposited in the Gene Expression Omnibus repository (GSE235115). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium *via* the PRIDE partner repository with the dataset identifier PXD052287.

## Abbreviations

ABCG1: ATP binding cassette transporter G1
ALIX: Programmed cell death 6-interacting protein (PDCD6IP)
BCA: Bicinchoninic acid
CD: Cluster of differentiation
cDNA: Complementary DNA
CRC: Colorectal cancer
CRISPR: Clustered regularly interspaced short palindromic repeats
DMEM: Dulbecco’s Modified Eagle’s Medium
dpf: Days post fertilization
dpi: Days post injection
DUSP6: Dual specificity phosphatase 6
ECAR: Extracellular acidification rate
eef1a: Elongation factor 1 alpha
eGFP: Enhanced green fluorescent protein
EIPA: 5-(N-Ethyl-N-isopropyl)-Amiloride
ELISA: Enzyme‑linked immunosorbent assay
EVs: Extracellular vesicles
FACS: Fluorescence-activated cell sorting
FCCP: Carbonyl cyanide-p-trifluoromethoxy-phenylhydrazone
FSC: Forward scatter
HCC: Hepatocellular carcinoma
HIF1A: Hypoxia-inducible Factor 1 alpha
HLA: Human leukocyte antigen complex
HMDMs: Human monocyte-derived macrophages
hpf: Hours post fertilization
hpi: Hours post-injection
HSP70: Heat shock protein 70
IGF2BP2/IMP2: Insulin like growth factor 2 mRNA binding protein 2
IL6: Interleukin 6
IL1B: Interleukin 1 beta
KEGG: Kyoto Encyclopedia of Genes and Genomes
KO: Knockout
MAPK: Mitogen-activated protein kinase
M-CSF: Macrophage colony-stimulating factor
MFI: Median fluorescence intensity
miRNA: MicroRNA
MISEV: Minimal information for studies of extracellular vesicles
MMP9: Matrix metalloproteinase 9
mpeg: Macrophage‐expressed gene
mPES: Modified polyethersulfone
MTT: 3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide
NTA: Nanoparticle tracking analysis
NTC: Non-target control
OCR: Oxygen consumption rate
OXPHOS: Oxidative phosphorylation
PBMC: Peripheral blood mononuclear cells
PCA: Principal component analysis
PI: Propidium iodide
PTU: Propylthiouracil
qPCR: Real-time quantitative polymerase chain reaction
RPMI: Roswell Park Memorial Institute
SD: Standard deviation
SFM: Serum-free medium
SSC: Side scatter
TAMs: Tumor-associated macrophages
TCM: Tumor cell conditioned medium
TEM: Transmission electron microscopy
TFF: Tangential Flow Filtration
TME: Tumor microenvironment
TNF: Tumor necrosis factor
TSG: Tumor susceptibility gene
UC: Ultracentrifugation
VISTA: V domain-containing Ig suppressor of T-cell activation
VSIR: V-set immunoregulatory receptor
WB: Western blot
WT: Wildtype

# Supplementary material for: The RNA binding protein IGF2BP2/IMP2 alters the cargo of cancer cell-derived extracellular vesicles supporting tumor-associated macrophages
**Source:** Cell Commun Signal. 2024 Jun 27;22:344. doi: 10.1186/s12964-024-01701-y
**Supplement:** Supplementary file 1 — Supplementary Material 1.

**Supplementary information**

**
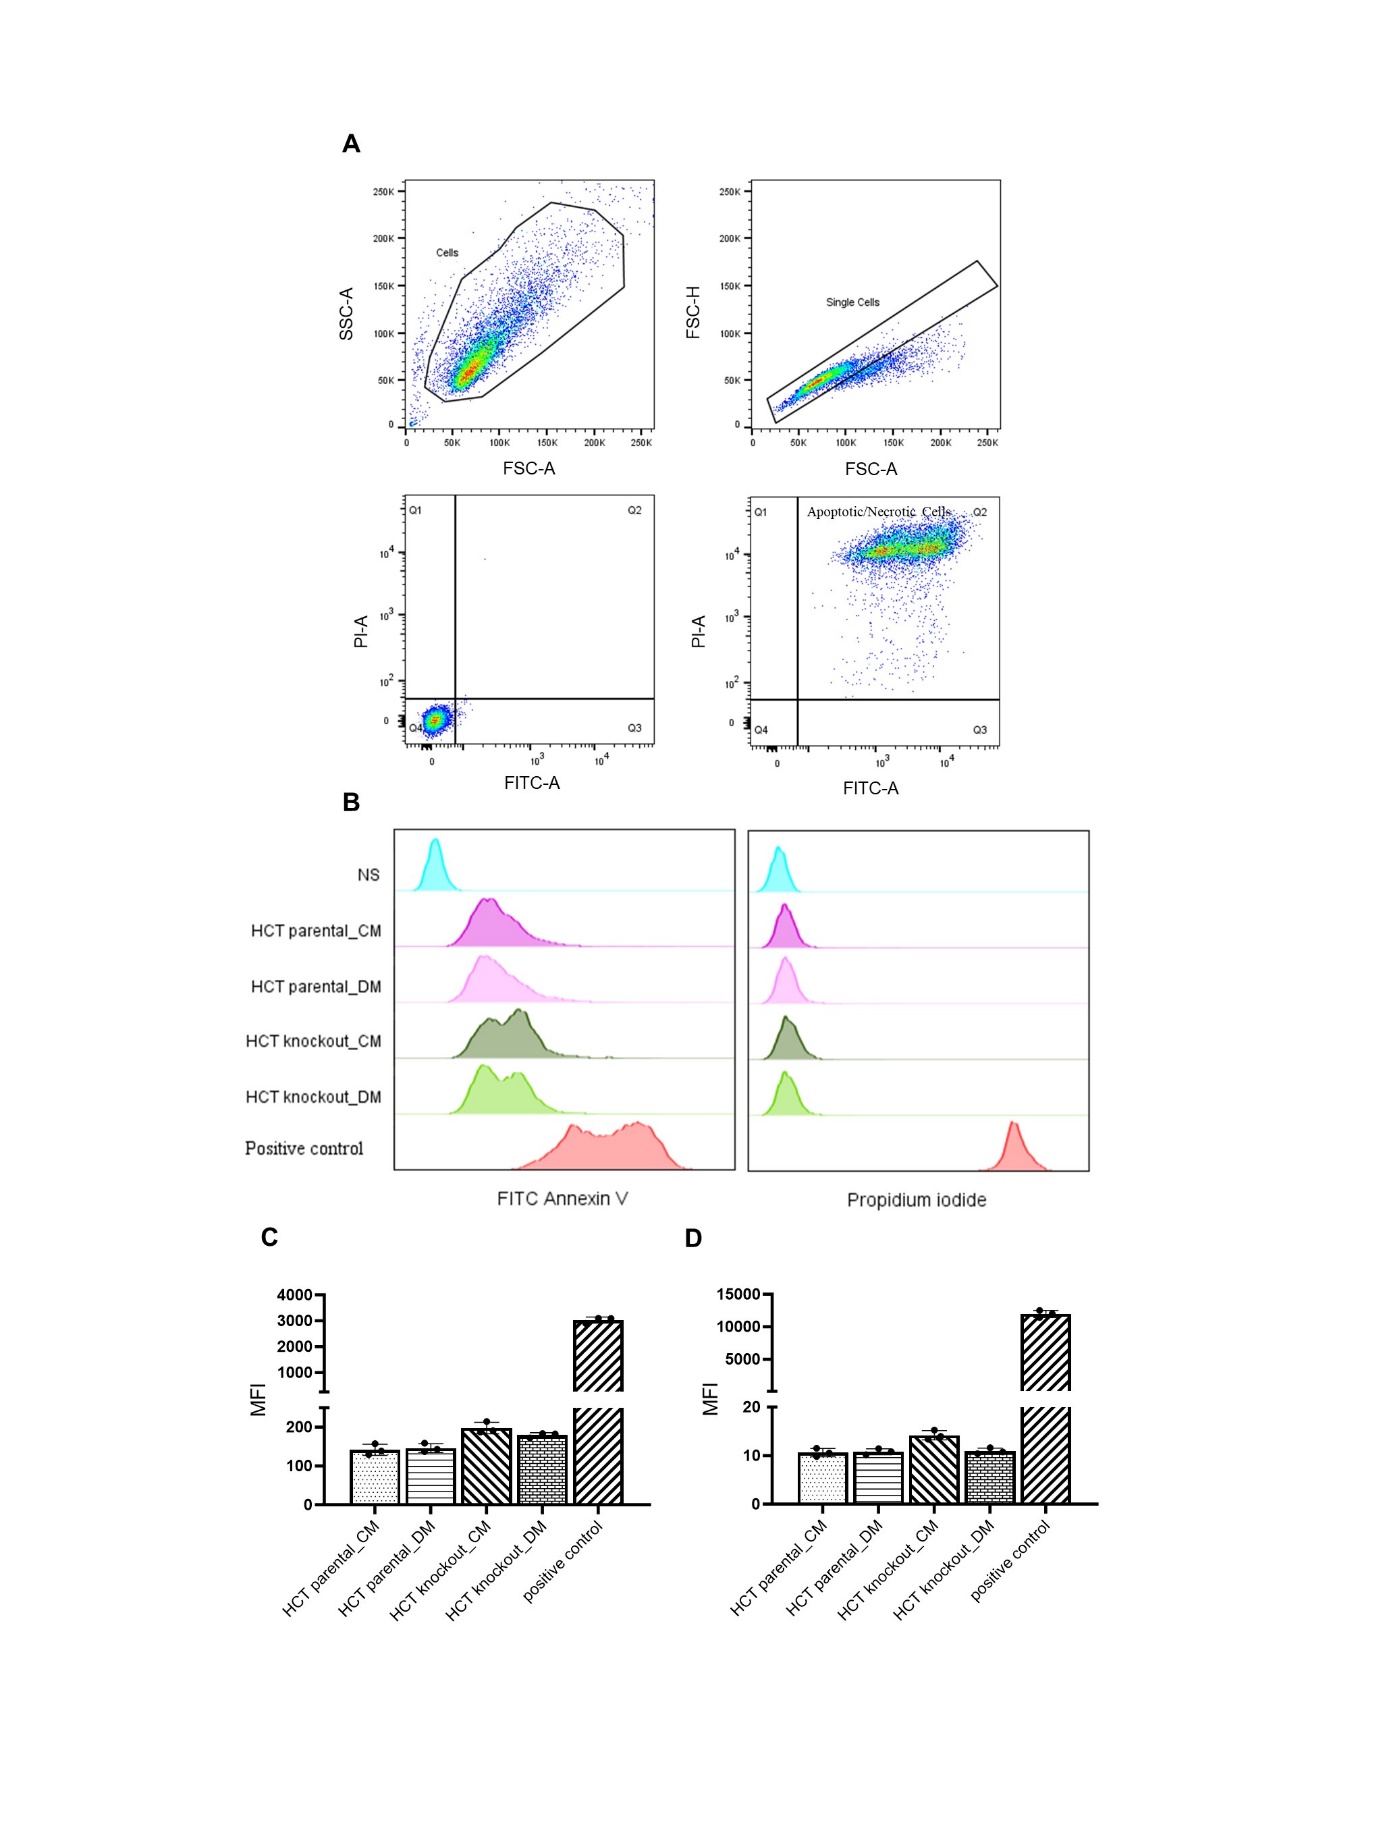
**

**Fig. S1** HCT116 cells are neither apoptotic nor necrotic in EV-depleted media. Cells were cultured in complete or EV-depleted media for 48 h and then the viability was measured with Annexin V/PI staining using flow cytometry. **A** Gating strategy was applied for the analysis. **B** Representative histograms. **C** Quantification of apoptotic and **D** necrotic cells. NS: non-stained; CM: complete medium; DM: depleted medium; MFI: median fluorescence intensity. Negative control: non-stained HCT cells; Positive control: HCT cells heated at 60 °C for 20 min. Data are shown as mean ± SD (n=3, triplicates).

**
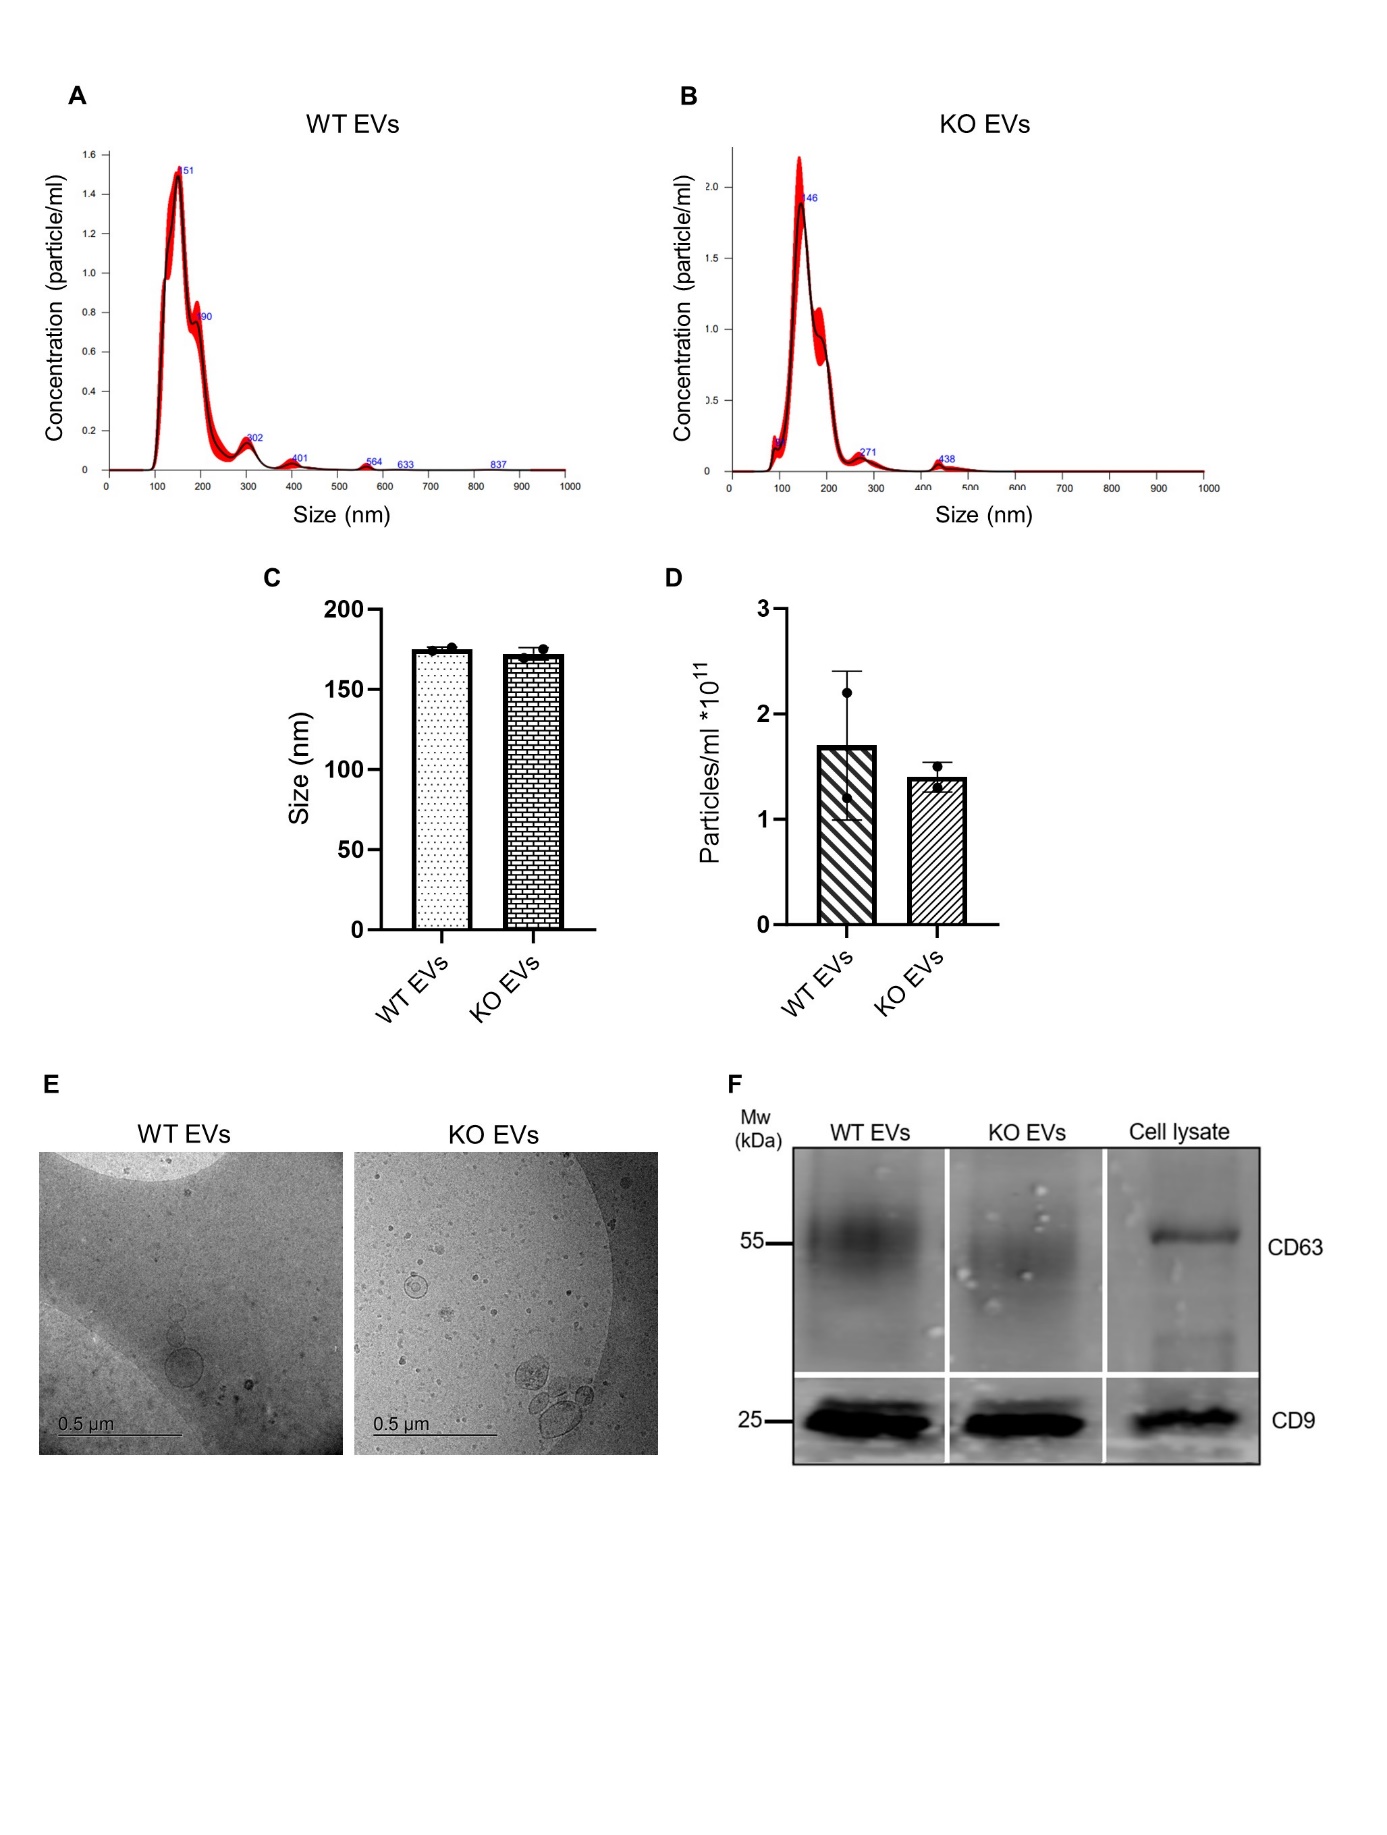
**

**Fig. S2** Characterization of HCT116 parental and knockout cell-derived EVs isolated *via* the UC method. **A, B** Representative NTA size distribution profiles of isolated EVs. **C, D** NanoSight quantification of EV preparations’ size (C) and concentration (D) are shown as mean ± SD, n=2 individual EV isolations, triplicates. **E** Cryo-TEM images of EVs, scale bar: 500 nm. **F** The expression of EV markers (CD63, CD9) was determined by Western blot analysis. Lanes from left to right; WT EVs, KO EVs, and HCT116 cell lysate.

**
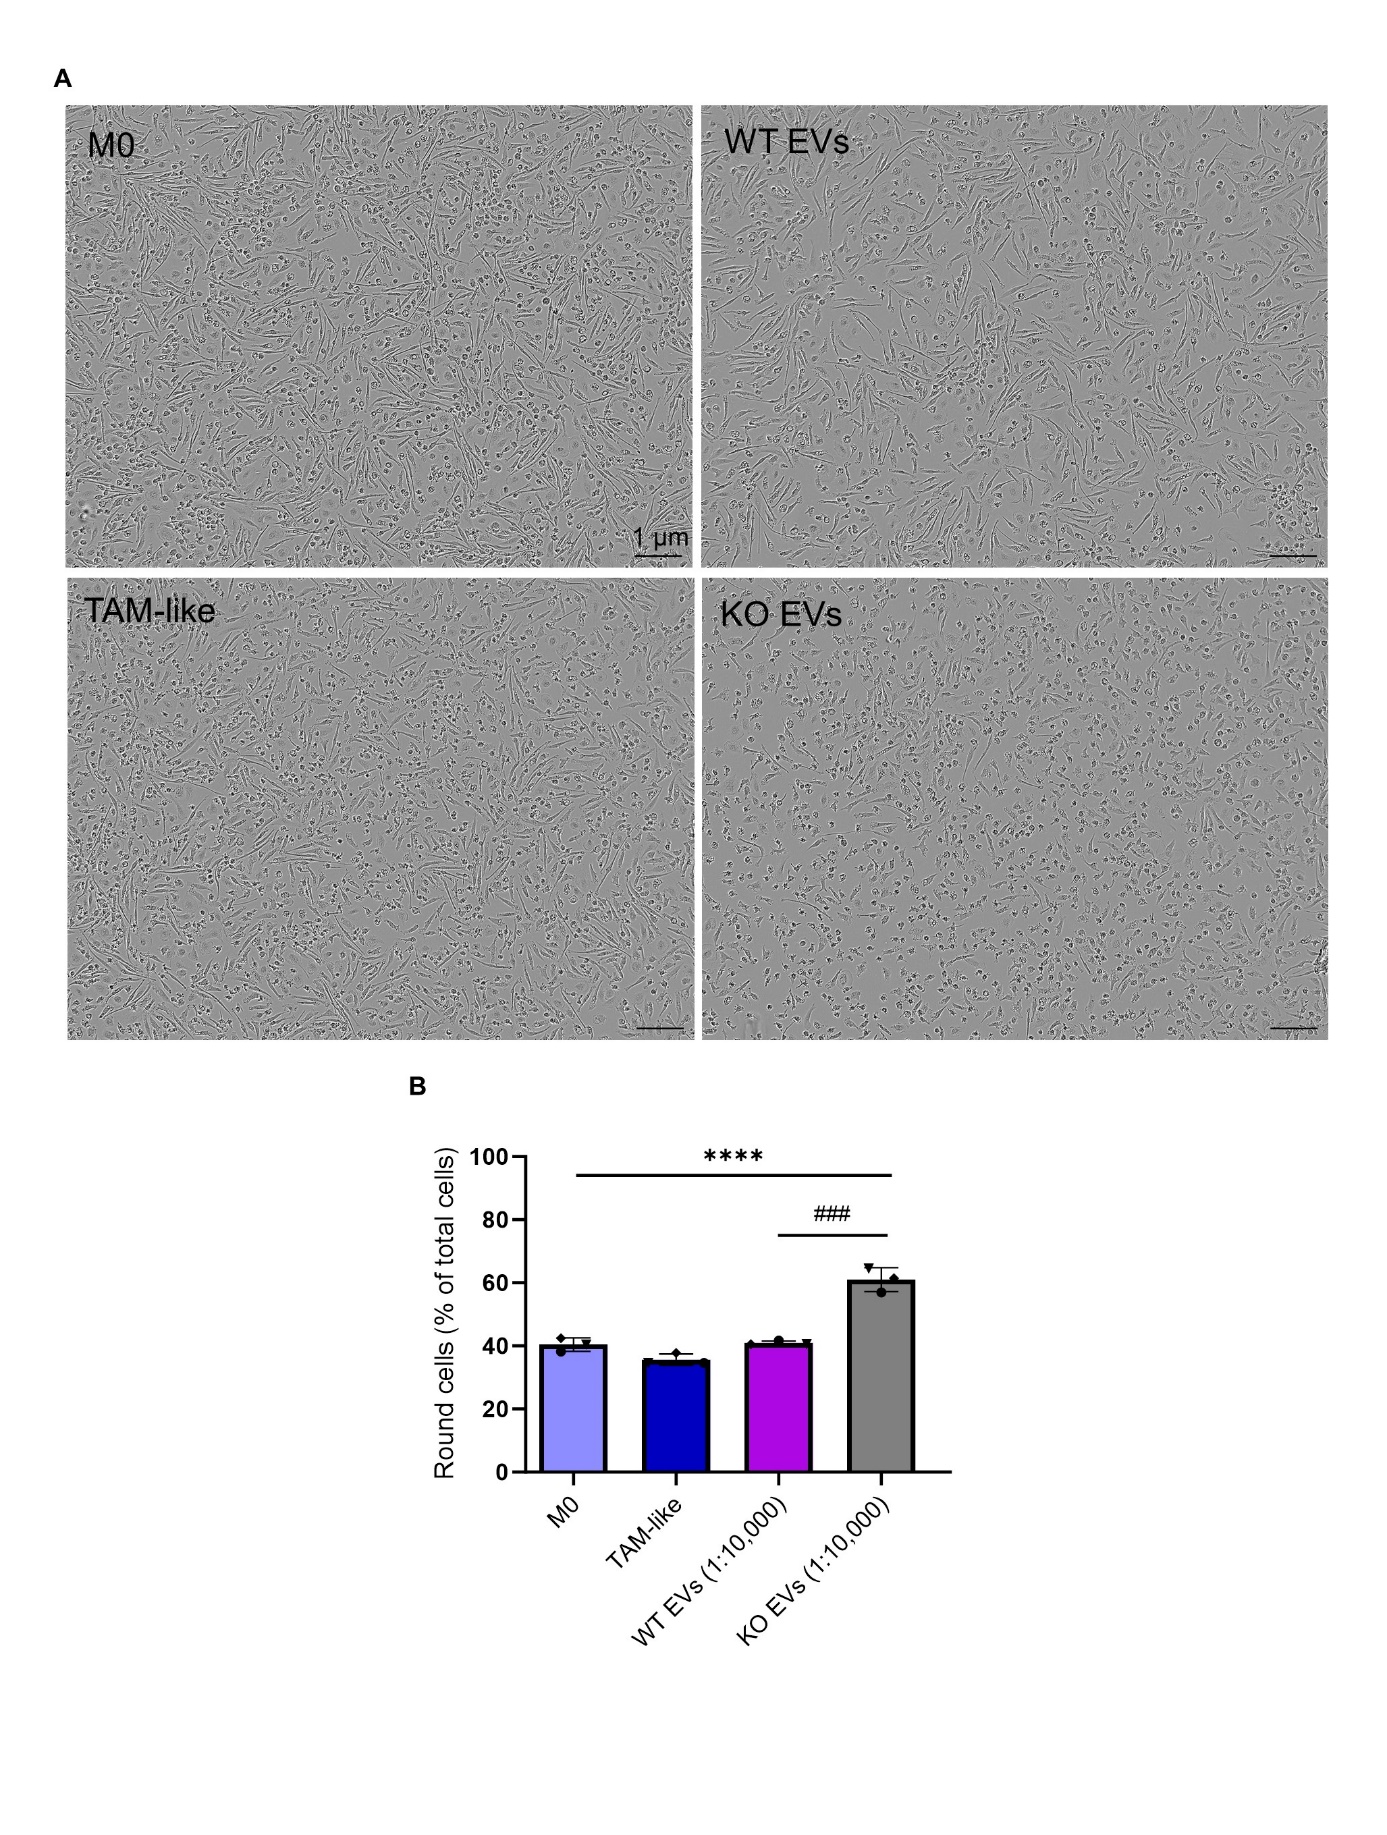
**

**Fig. S3** Macrophages polarized with KO EVs show a more pronounced M1-like phenotype. Cells were grouped based on their eccentricity in a round or elongated phenotype by the Incucyte cell-by-cell analysis software module. **A** Representative images of macrophages, either non-polarized or polarized for 24 h with TCM (TAM-like) or EVs that were isolated with the UC method, are shown. **B** Percentage of macrophages with round morphology (n=3 individual donors, triplicates). Statistical analysis was performed using one-way ANOVA followed by Bonferroni’s post-hoc test. Data are shown as mean ± SD, and p<0.05 is considered significant. * indicates a significant difference between macrophage treatments and M0. # shows a significant difference between WT and KO EVs.

**
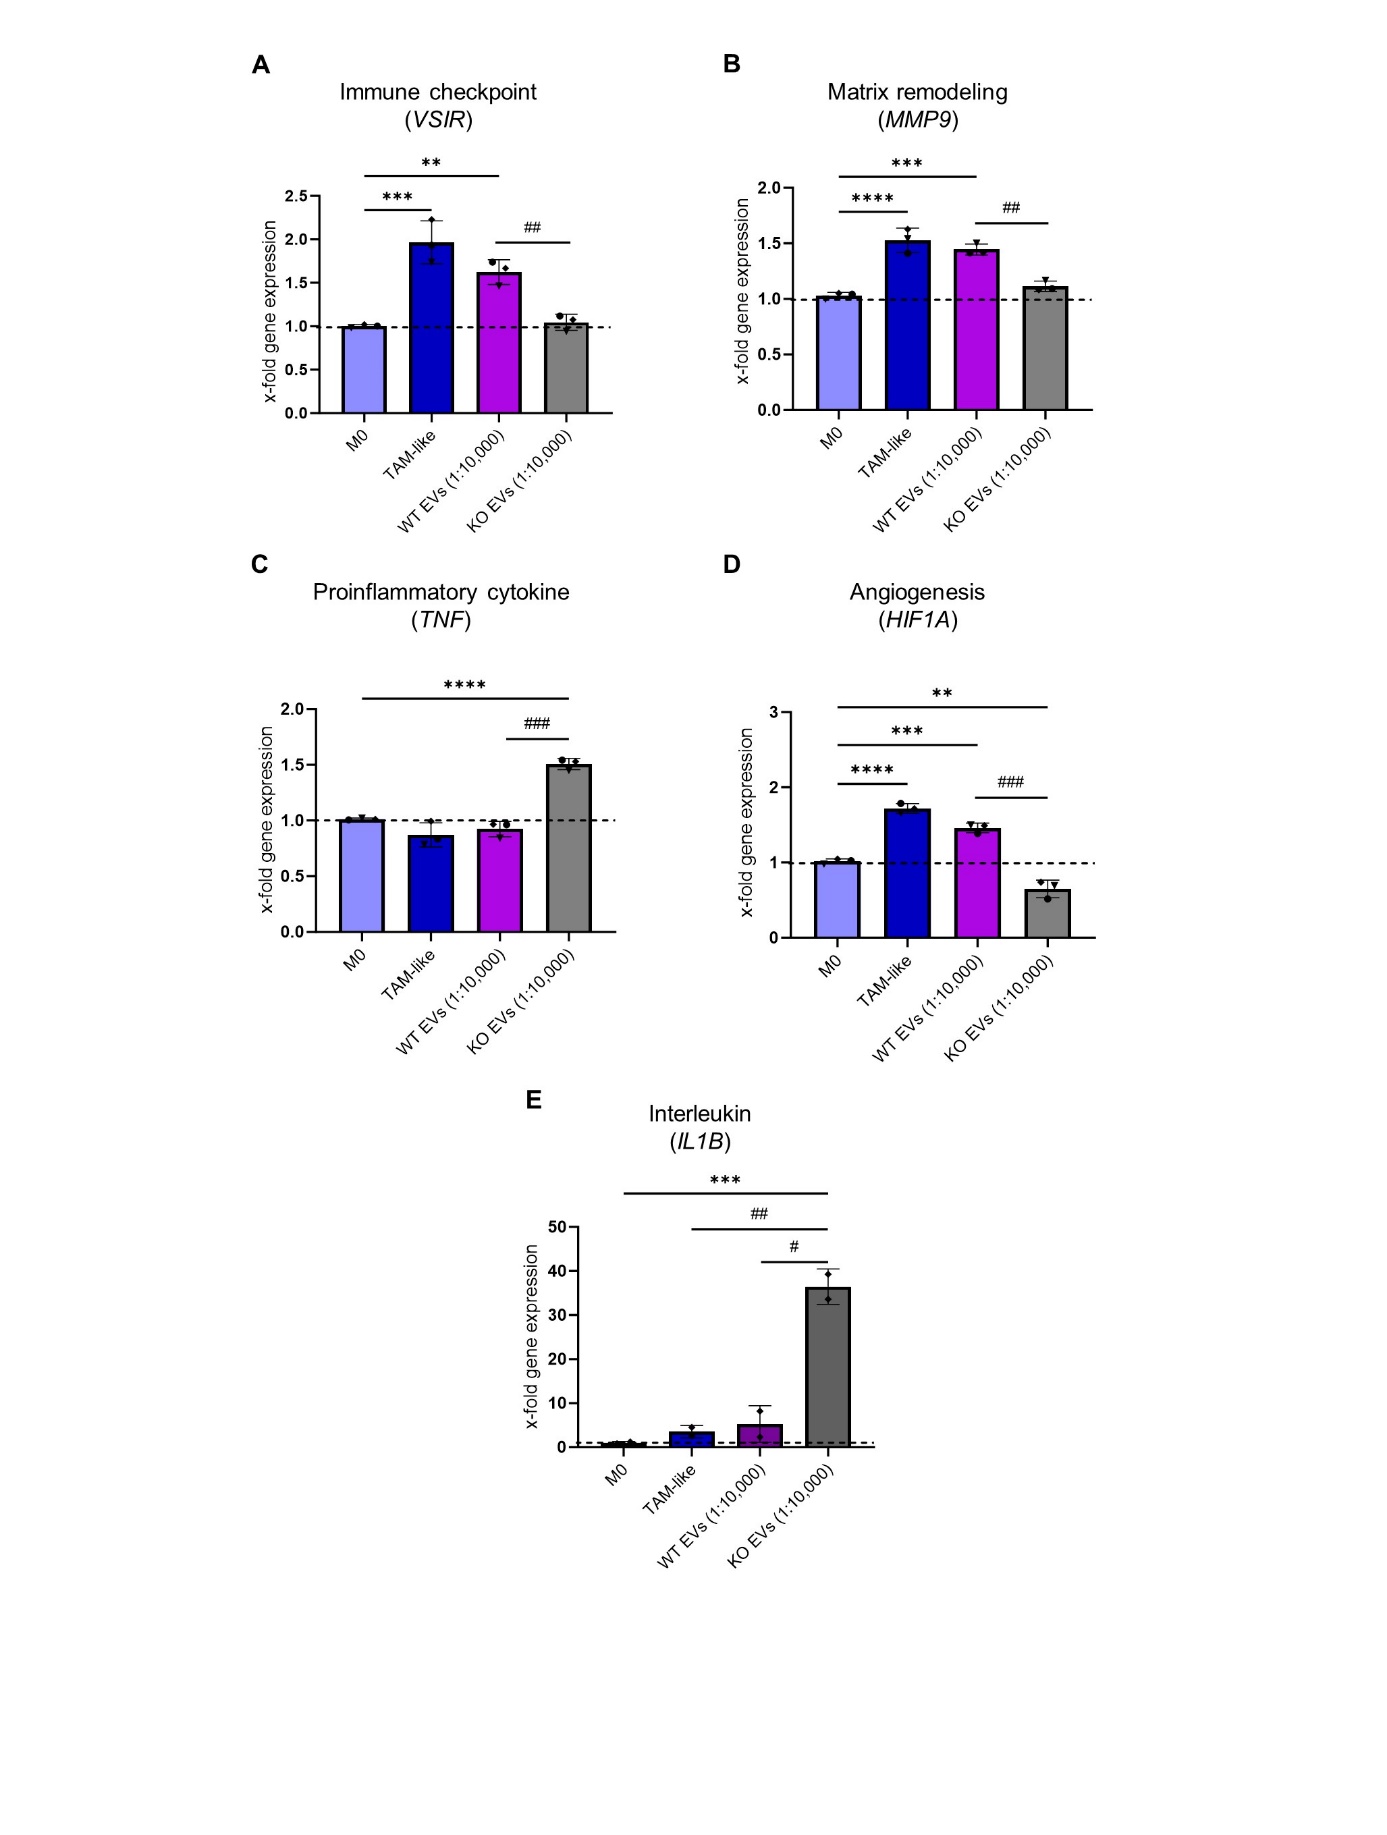
**

**Fig. S4** WT EVs polarize macrophages towards a TAM-like phenotype. Changes in gene expression in the non-polarized M0 and polarized macrophages were assessed by qPCR. **A-D** Primary macrophages were polarized with EVs isolated with the UC method at a ratio of 1:10,000 (cell:EV), and TCM (TAM-like) for 24 h and the expression of *VSIR*, *MMP9*, *TNF*, and *HIF1A* was quantified (n=3 individual donors, triplicates). **E** Primary macrophages were polarized with EVs isolated with the TFF method at a ratio of 1:10,000 (cell:EV), and TCM (TAM-like) for 24 h and the expression of *IL1B* was quantified (n=2 individual donors, duplicates). Statistical analysis was performed using one-way ANOVA followed by Bonferroni’s post-hoc test. Data are shown as mean ± SD, and p<0.05 is considered significant. * indicates a significant difference between treatments and M0. # shows a significant difference between WT and KO EVs.

**
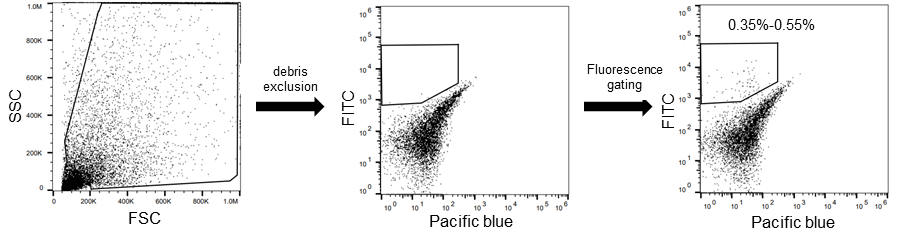
**

**Fig. S5** Gating strategy for sorting zebrafish macrophages. eGFP^+^ cells were sorted by FACS analysis. The FITC channel was used for positive macrophages and the Pacific blue channel was used for non-fluorescent cells.

**
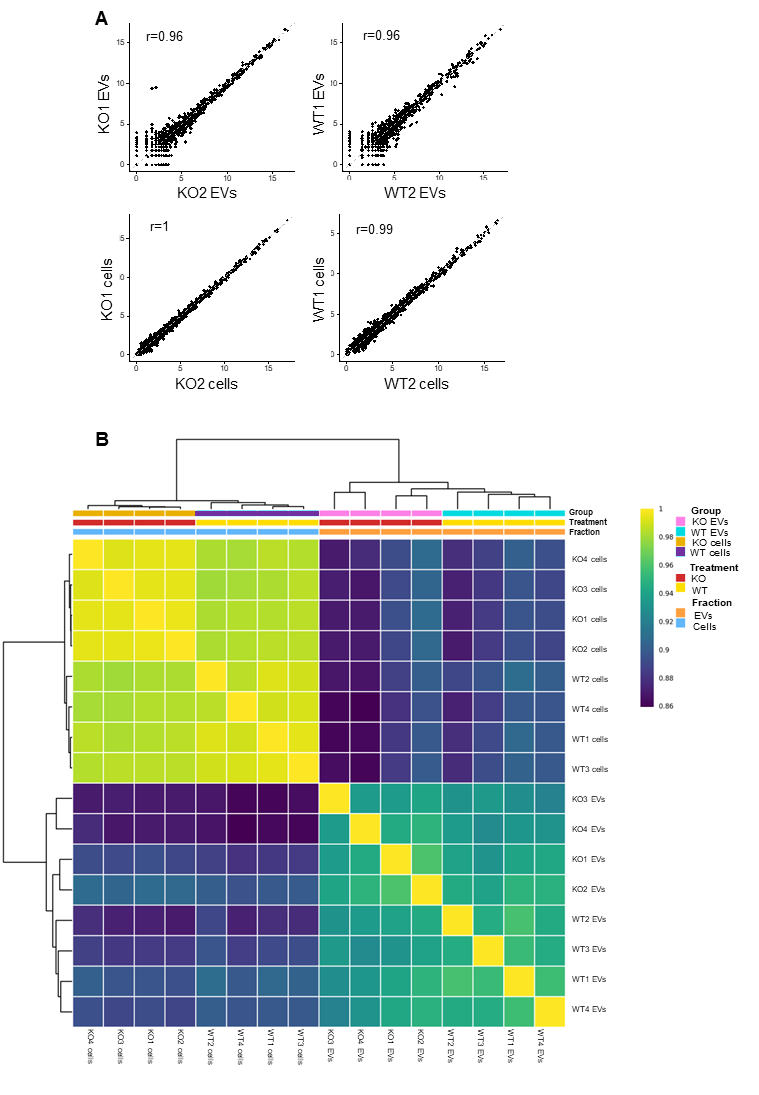
**

**Fig. S6** Overview of miRNA correlation between EVs and cells. **A** Representative scatter plots showing the correlation of miRNA profiles between the replicates of EVs and cells. **B** A high correlation was observed among the replicates of each group. The largest separation was observed between EVs and cells and then between conditions inside each fraction. In the heatmap, the higher the number, the better the correlation is between the replicates.

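Between an EV library and a cell library, the median Pearson's r of log2(RPM + 1) was 0.869 over the 64 pairs (range 0.832 to 0.894). Between WT and KO within a fraction it was 0.925 in EVs (0.912 to 0.944, 16 pairs) and 0.983 in cells (0.980 to 0.986, 16 pairs). The order of these medians did not change with Spearman's rho (0.788, 0.884 and 0.965), with RPM on the linear scale (0.786, 0.937 and 0.962) or with all miRNAs that had at least 1 count (0.920, 0.941 and 0.988). In edgeR's quasi-likelihood test of EVs against cells over all 16 libraries, 540 of 823 miRNAs had an adjusted p-value under 0.05, with 273 lower and 267 higher in EVs. RNA of EVs and of cells was isolated with different kits, so this test does not separate the fraction from the kit. The number moved most when only miRNAs with at least 10 counts in every library were tested, to 230 miRNAs.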

**
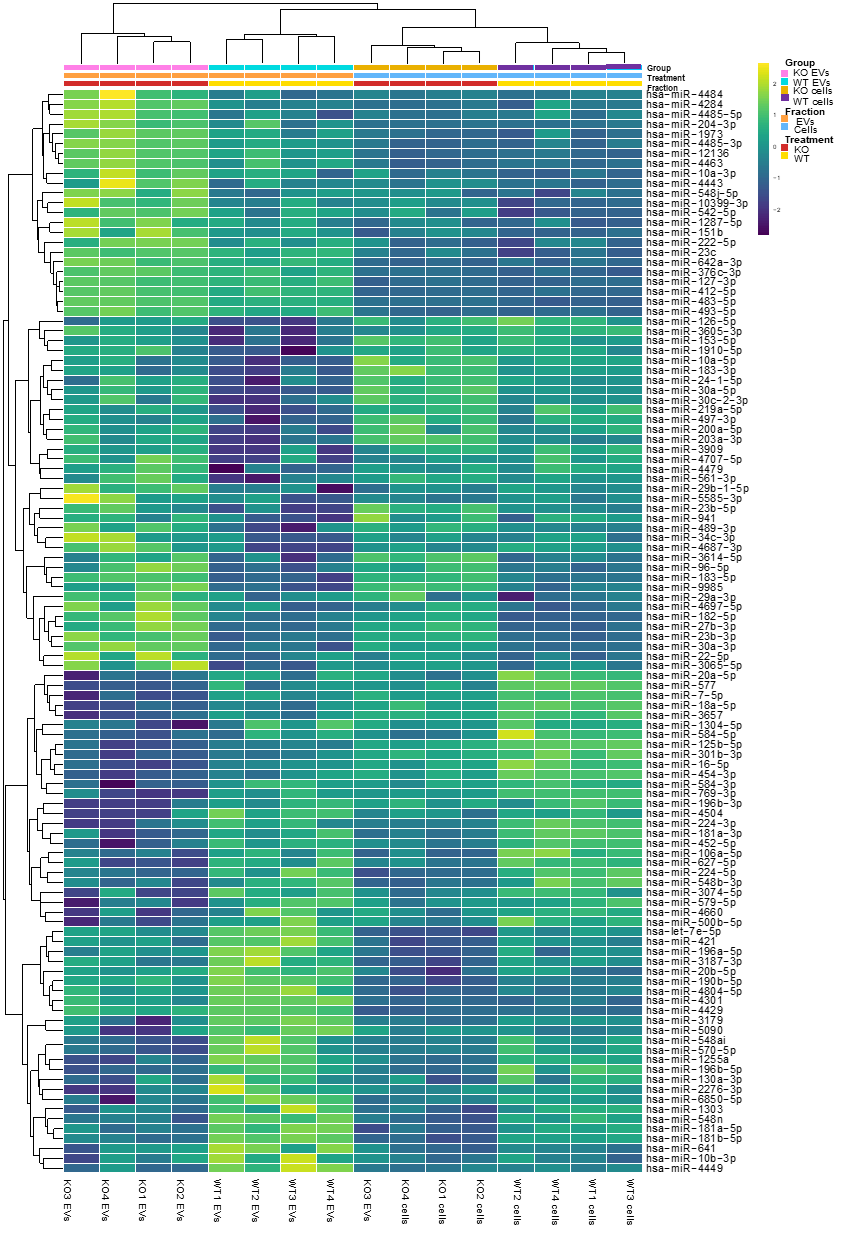
**

**Fig. S7** Differentially expressed miRNAs in EVs and cells. The heatmap represents the hierarchical clustering of miRNAs that are expressed in EVs and cells. The positive values indicate higher expression in WT EVs and parental cells, the negative values indicate higher expression in KO EVs and knockout cells, and 0 shows no difference in the expression of miRNAs.

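Of the 33 miRNAs with an adjusted p-value under 0.05 between KO and WT EVs, 31 were also tested in cells, and 25 had an adjusted p-value under 0.05 there. All 25 had the same sign in EVs and in cells. Over the 430 miRNAs tested in both fractions, the log2 fold changes of KO against WT in EVs and in cells had a Pearson's r of 0.565 and a Spearman's rho of 0.630. These values are across miRNAs, which are not independent replicates, and the EV and the cell comparison share no library. The interaction term of edgeR's fit over all 16 libraries had an adjusted p-value under 0.05 for 9 of 823 miRNAs, and an unadjusted one for 71. For all 9, the log2 fold change of KO against WT was higher in EVs than in cells. For miR-142-3p and miR-142-5p this reflects a fall in cells that was absent in EVs. Leaving out a replicate gave between 4 and 11 miRNAs. It gave 4 without replicate 1, 3 or 4 of WT EVs, replicate 4 of KO EVs, replicate 4 of WT cells or replicate 1, 2 or 3 of KO cells, and each time these 4 were among the 9.

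**Figure D2:**
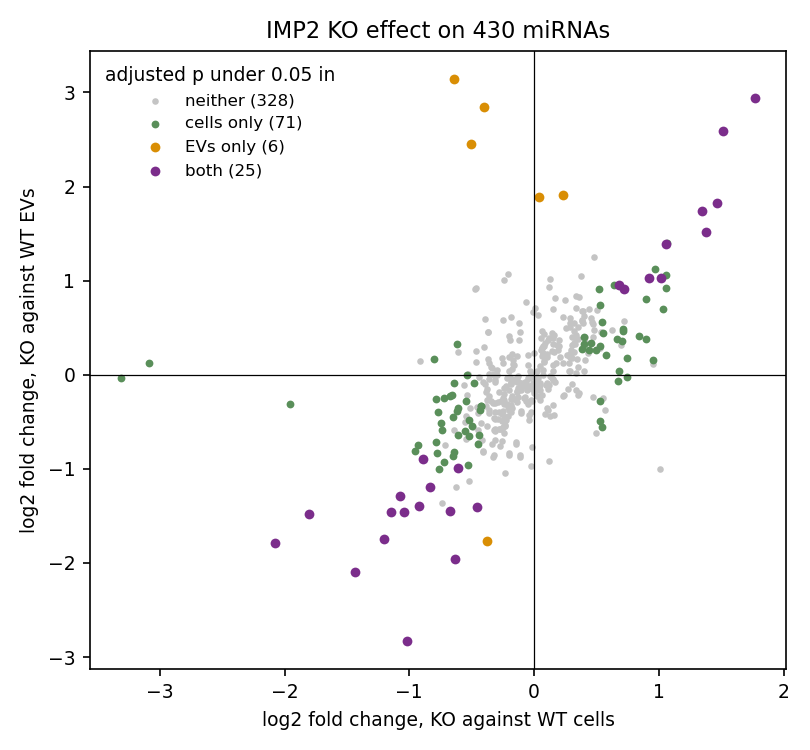
log2 fold change of KO against WT in cells (x axis) and in EVs (y axis) from edgeR for the 430 miRNAs tested in both, one point per miRNA, without error bars. Colours mark the miRNAs with an adjusted p-value under 0.05 in both fractions (25), in EVs only (6), in cells only (71) or in neither (328). The 25 miRNAs marked in both fractions have the same sign on both axes.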

**Table S1** List of miRNAs highly expressed in WT EVs

**
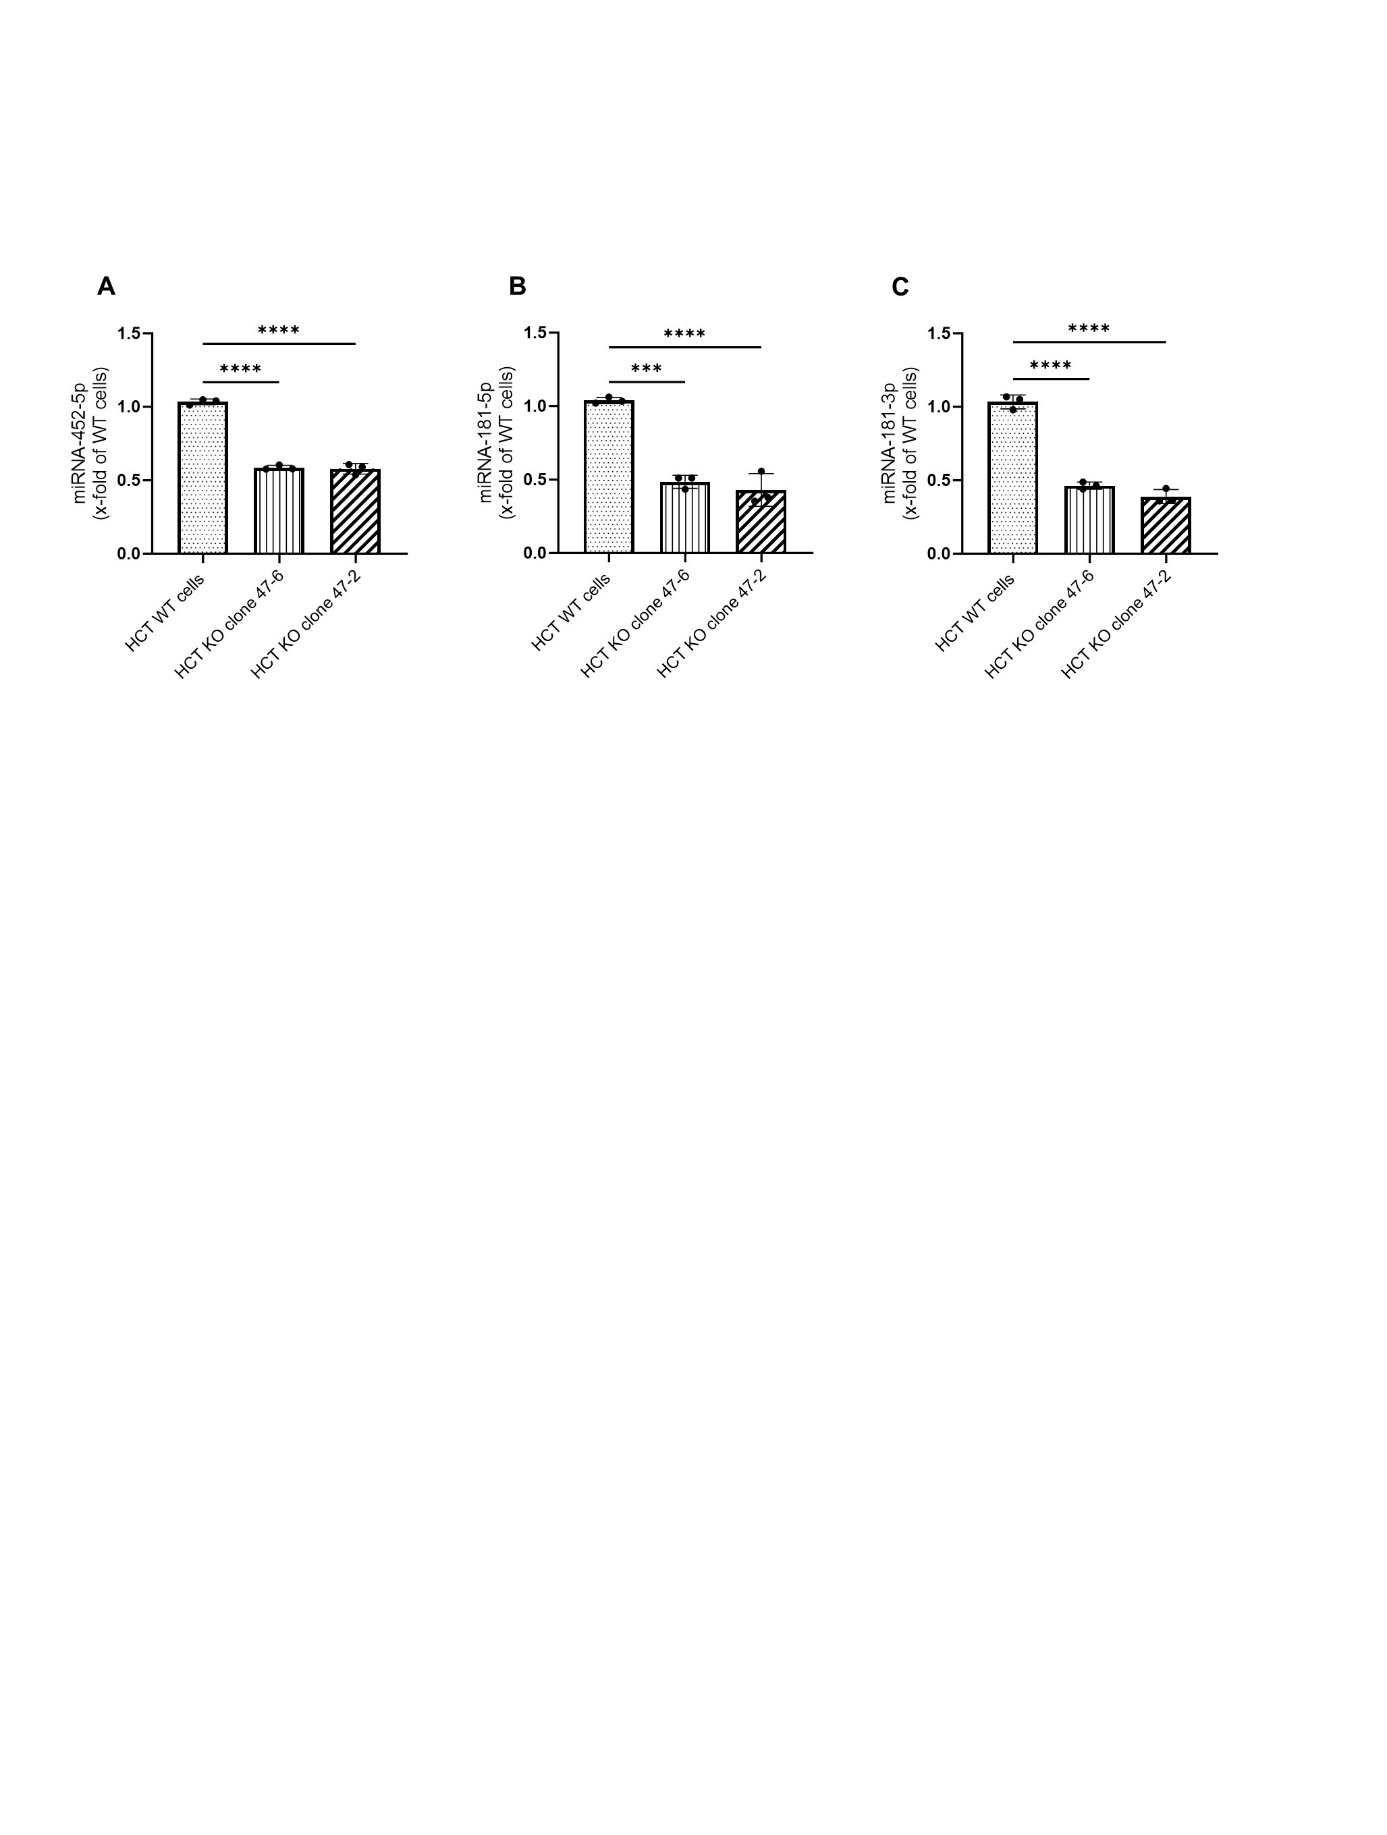
**

**Fig. S8** KO clones show similar miRNA content. Differentially expressed miRNAs (miR-452-5p, miR-181a-5p, and miR-181a-3p) were assessed in HCT116 KO clones (KO-47-2 and 47-6) by qPCR using miRCURY LNA SYBR Green PCR kit. The content of miRNAs was normalized to U6 and is shown as a fold change relative to WT cells. Statistical analysis was performed using one-way ANOVA followed by Bonferroni’s post-hoc test. Data are presented as mean ± SD, n=3, triplicates. * indicates a significant difference between treatments and M0.

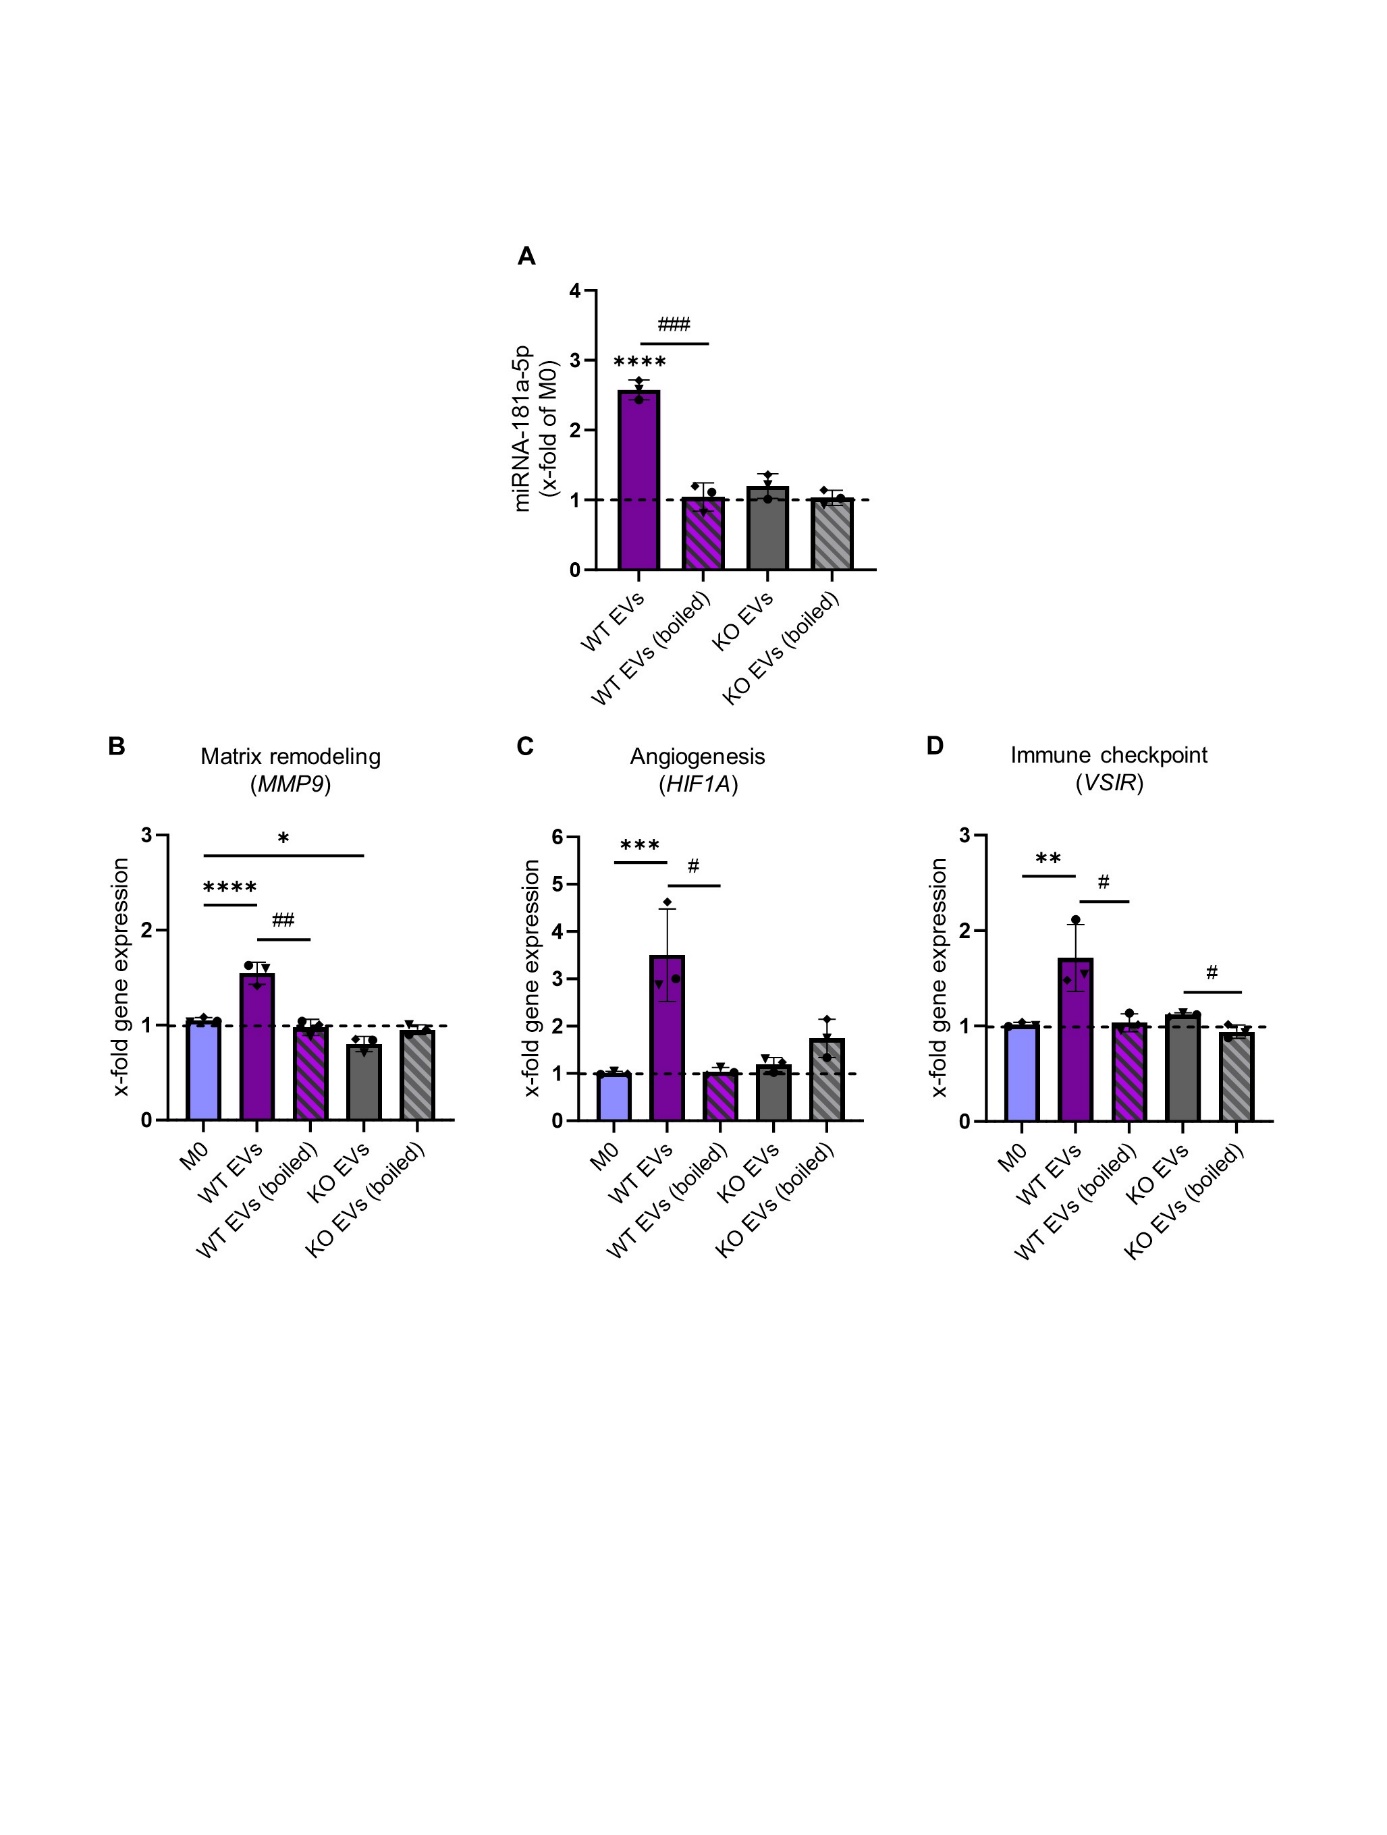

**Fig. S9** Boiled EVs fail to deliver miRNA into macrophages. **A** The amount of miR-181a-5p was quantified by qPCR in cells that were treated with boiled and non-boiled EVs (1:20,000 cell:EV ratio) for 24 h (n=3 individual donors, triplicate). **B-D** Changes in the expression of *MMP9*, *HIF1A*, and *VSIR* were assessed by qPCR. Statistical analysis was performed using one-way ANOVA followed by Bonferroni’s post-hoc test. Data are shown as mean ± SD, and p<0.05 is considered significant. * indicates a significant difference between treatments and M0. # shows a significant difference between boiled and non-boiled EVs.

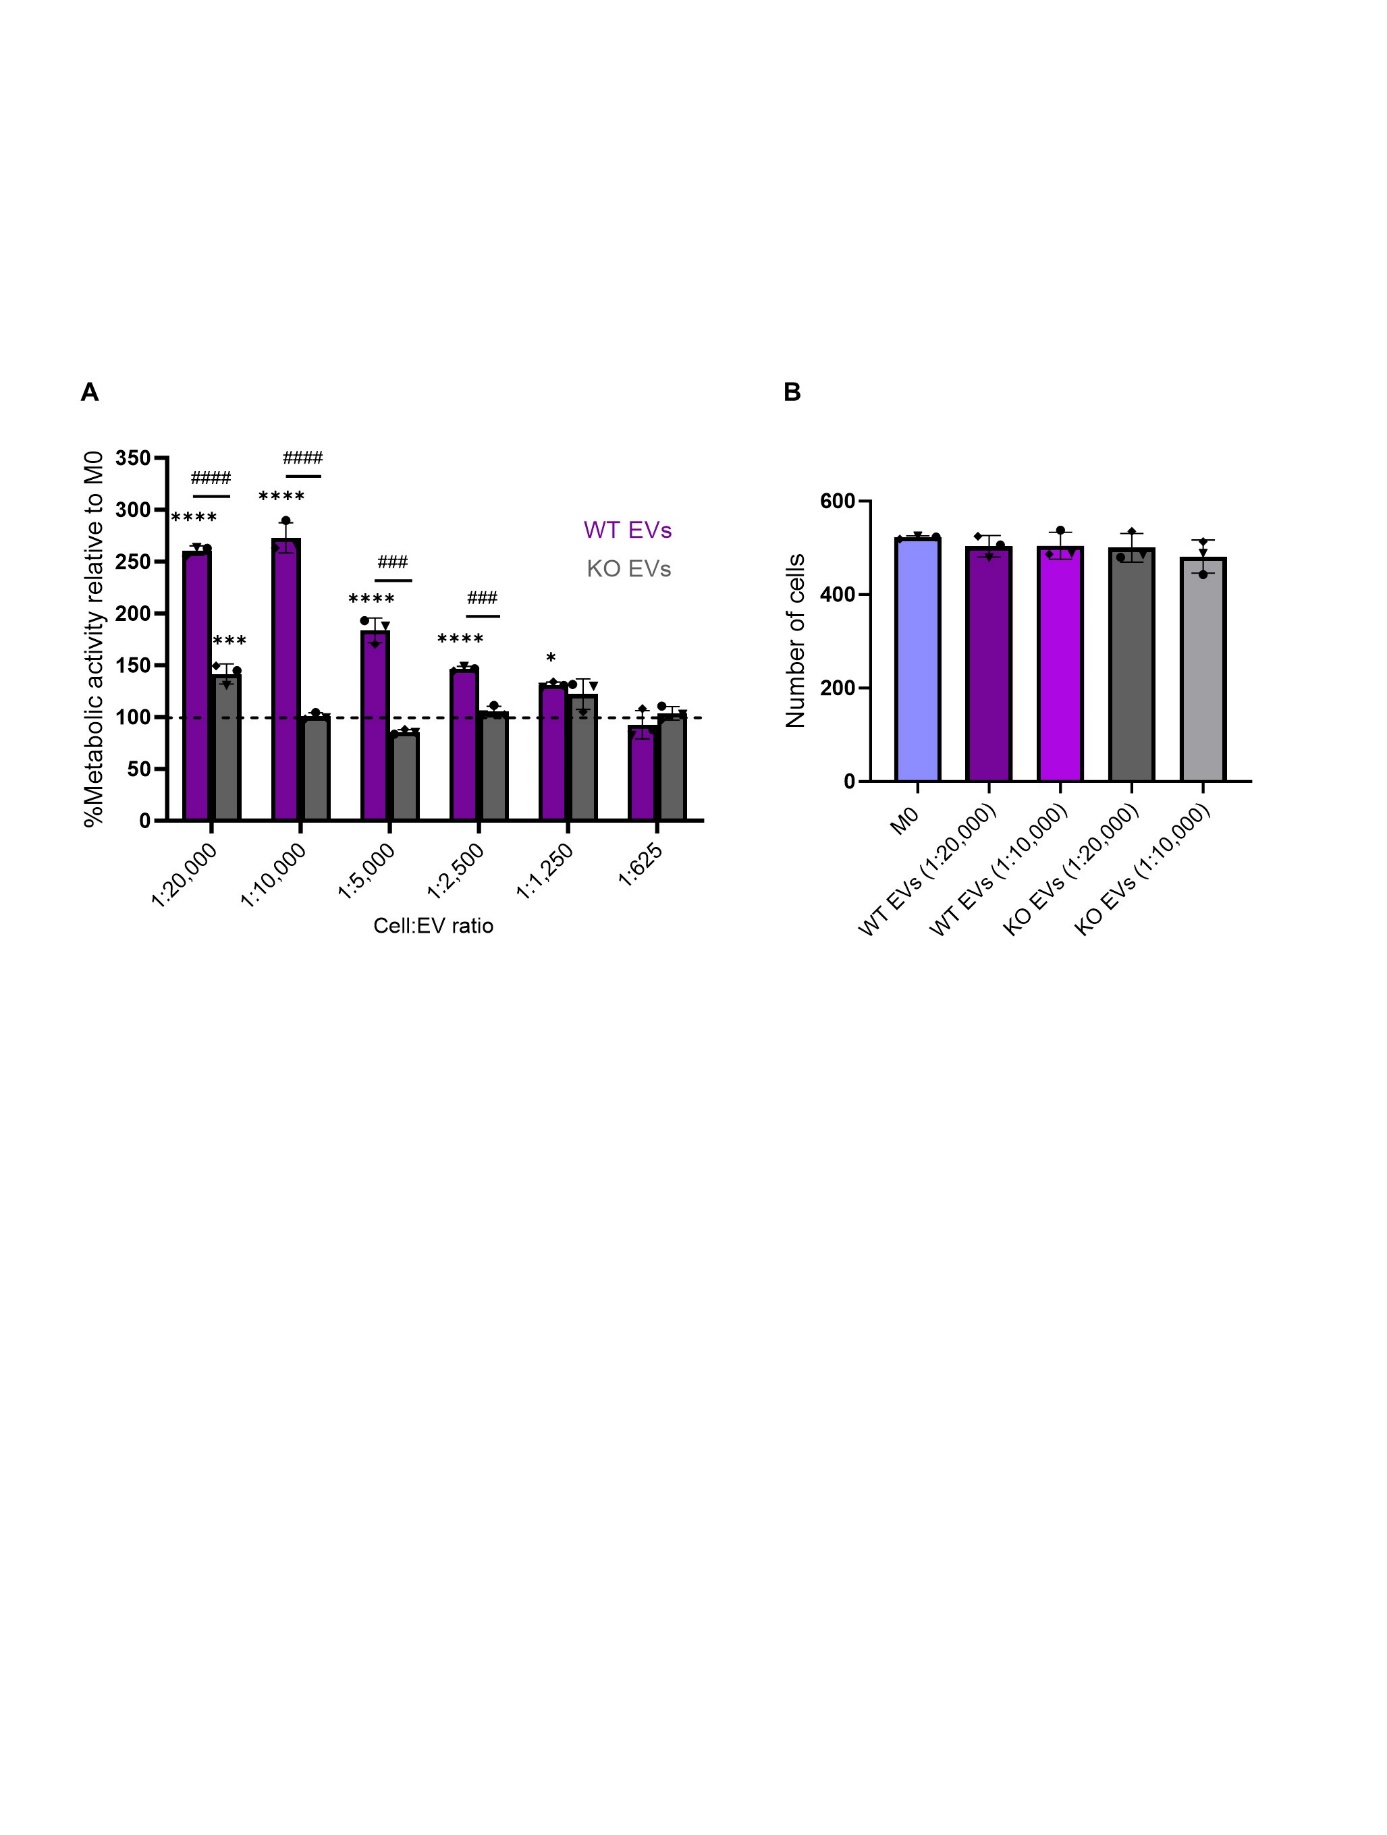

**Fig. S10** EVs affect macrophage metabolism. **A** *In vitro* metabolic activity of primary macrophages was measured in an MTT assay after 24 h polarization with EVs isolated with the UC method (n=3 individual donors, triplicates). **B** Number of cells does not change after polarization with EVs. The number of macrophages was counted with the Incucyte cell-by-cell analysis software module. Statistical analysis was performed using one-way ANOVA followed by Bonferroni’s post-hoc test. Data are shown as mean ± SD, and p<0.05 is considered significant. * indicates a significant difference between treatments and M0. # shows a significant difference between WT and KO EVs.

How the deposited data were processed for this re-analysis (not part of the article)

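Mature miRNAs were counted in 16 small RNA libraries, 4 each of WT EVs, KO EVs, parental HCT116 cells (WT cells) and IMP2 KO cells. The authors made the estimated counts (expected counts that need not be whole) with the miRMaster pipeline at default parameters against miRBase, and deposited them as 1 value per mature miRNA and library, without normalization. Every column of the table was matched to its library by the sample labels, with 0 columns left unused. The 2656 miRNA names are all different, so that summing rows of the same name could give no other value. The libraries carry no molecular identifiers in what was used here. Reads, adapter trimming and the assignment of reads shared by near-identical miRNAs were settled by the authors and were not repeated.

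The estimated counts were rounded to whole numbers. KO and WT were compared with edgeR 4.0.16 in R 4.3.3 by its quasi-likelihood test without robust estimation, with TMM factors, the filter filterByExpr at a minimum count of 10 and a minimum total of 15, and Benjamini-Hochberg adjustment. A miRNA was called at an adjusted p-value under 0.05. The comparisons within EVs and within cells used the 8 libraries concerned. The interaction of genotype and fraction, and the comparison of EVs with cells, used one fit over all 16 libraries. The SE of a log2 fold change is its size divided by the square root of the F statistic. Single miRNAs were also compared by a two-sided exact permutation test over the 70 assignments of 4 libraries against 4, on log2(CPM + 1). RPM were computed here as each count divided by the total count of the library. The PCA and the correlations used log2(RPM + 1). Sets of miRNAs were tested with fry and camera from limma 3.58.1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

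The groups, tests, alternatives and lists were chosen before the data were examined, apart from the alternatives and tests that the text marks as chosen later. The miRNAs named are those that the paper measures or normalizes to, the 3 with the lowest adjusted p-values in each direction in EVs and in cells among those whose groups do not overlap, the 3 most abundant in WT EVs overall and among those called, the members of the lists, and those that precede miR-181a-5p in Table S1. Further miRNAs, called by the interaction or matched to mitochondrial RNA, were named after their values were seen. The lists were 9 miRNAs associated with blood, 9 members of the let-7 family, and the miR-181a/b, miR-181c/d and miR-224/452 clusters. The alternatives were the median-of-ratios size factors of DESeq2 in edgeR, library size alone, upper-quartile normalization, DESeq2 1.42.0 with its Wald test, limma's trend method on log2(RPM + 1), no filter on low counts, at least 10 counts in every library, the replicate number as a block, one fit over all libraries, unadjusted p-values, the paper's two-sample test on RPM and on log2(RPM + 1), a threshold of 1.5-fold, scaling to miR-16-5p, a pseudocount of 0.1 in place of 1, the plain ratio of mean RPM, other scales in the PCA and the correlations, the mean over all EVs in the ranking, and each replicate left out in turn.

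Loci, hairpin sequences and host genes were taken from GENCODE v29 (GRCh38). A hairpin was assigned to an exon when it overlapped an exon of any annotated transcript of the host gene. It can then lie in an intron of other transcripts. Hairpins were searched for stretches of at least 18 bases shared with any of 589 mitochondrial or ribosomal transcripts. The mRNA of IMP2 was not measured in these libraries, so the KO was not checked in the data. Only 1 KO clone was sequenced, which leaves differences between clones untested here.

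The functions were tested on simulated counts with 200 miRNAs changed and a dispersion of 0.05. In EVs, edgeR recovered 96.8% of the 187 changed miRNAs that passed the filter among 432 tested, and 2.69% of its calls were false. In cells it recovered 96.3% of 190 among 840 tested. The interaction recovered 76.5% of 200 among 844 tested, so a real interaction can be missed. DESeq2 recovered 94.5% of 181 among 422 tested. limma on RPM was less safe. In 10 simulated draws with between 416 and 447 miRNAs tested, in which any miRNA could change, the share of false calls lay between 2.70% and 40.5% and was above 10% in 5 draws. With changes only in miRNAs under 1% of the counts, it was 5.03% in 1 draw. On the same 10 draws, the share of false calls of edgeR lay between 1.10% and 4.84%. limma on RPM is therefore reported only as an alternative.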

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

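The test of the hairpins of miR-30a, miR-23b and miR-27b was chosen only after their values were seen, and the pattern of miR-142 had been seen before its test was chosen.

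Of the 88 groups of 4 libraries examined, 4 held a library far from the other 3, where chance gives 4.4. A library was called far when its gap to the nearest other made up more than 0.829 of the range of the group. miR-20a-5p had 9023 CPM in replicate 3 of WT EVs against 13761 to 13991 CPM in the others, a gap of 0.954 of the range. Replicate 1 of WT EVs had 1021 miRNAs detected against 938 to 951 in the others, a gap of 0.843, and also the highest total count of the group. The scores on PC2 set apart replicate 3 of WT EVs (7.54, a gap of 0.899) and replicate 3 of KO EVs (13.7, a gap of 0.978). The number of miRNAs differing between KO and WT EVs was 28 without replicate 3 of WT EVs and 36 without replicate 3 of KO EVs. A batch shared by the replicates numbered 3 is a candidate explanation for PC2, but neither the paper nor the labels give a batch. No biological explanation was tested for these 3 libraries.

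The KO effect differed between EVs and cells for 9 miRNAs (adjusted p-values from edgeR's interaction term). For all 9, the log2 fold change of KO against WT was higher in EVs than in cells, which does not mean a larger change in EVs. For miR-142-3p and miR-142-5p it was 0.01 and 0.18 in EVs against -3.28 and -3.05 in cells, a fall in cells only. For miR-142-3p the difference was 3.29 (adjusted p = 4.5e-05 from edgeR), for miR-142-5p 3.22 (adjusted p = 1.0e-04 from edgeR), for miR-4485-3p 3.22 (adjusted p = 7.5e-04 from edgeR) and for miR-4284 3.78 (adjusted p = 0.00283 from edgeR). With a replicate left out, the adjusted p-values of these 4 from edgeR were at most 0.0165. miR-1973, miR-12136 and miR-4484 had differences of 2.96, 1.86 and 1.68, with adjusted p-values of 0.0296, 0.0473 and 0.0489 from edgeR. With a replicate left out, these differences fell as low as 1.89, 1.30 and 1.00. Their adjusted p-values from edgeR then rose to as much as 0.110, 0.276 and 0.276, past the threshold. No fold is given for miR-1247-3p, which had 0 counts in each WT EV library and between 4 and 6 in each KO EV library, nor for miR-4485-5p, which had at most 3 counts in each WT EV library. In 6 of 100 groupings of the libraries, the labelled one included, the number of miRNAs was at least 9, with 59 as the highest. The other 5 such groupings were all among the 11 that kept the labels of one fraction, so a difference between KO and WT in that fraction was left in them, and none of the remaining 88 gave more than 2. This division of the groupings was made only after the count of 6 was seen. By the limit set beforehand, fewer than 5 of 100, a number this high by chance was not excluded, and it stays open. The number was 4 without replicate 1, 3 or 4 of WT EVs, without replicate 4 of KO EVs, without replicate 4 of WT cells or without replicate 1, 2 or 3 of KO cells.

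The paper discusses miRNAs that are higher in WT EVs, and 16 miRNAs were higher in KO EVs. Fragments of mitochondrial or ribosomal RNA counted as miRNAs are a candidate explanation for part of them. Of the 446 miRNAs tested, 437 (98.0%) had a hairpin sequence. A stretch of at least 18 bases was shared with such RNA by 3 of the 14 miRNAs higher in KO EVs that had a sequence, and by 0 of the 423 others (Fisher's exact test, p = 2.6e-05). These were miR-4485-3p (24 bases of MT-RNR2), miR-1973 (19 bases of MT-RNR2) and miR-4284 (18 bases of MT-TF). None of the 17 miRNAs lower in KO EVs shared such a stretch. Their annotated hairpins lie on chromosomes 11, 4 and 7, in exons of MTRNR2L8 and MTRNR2L13 and opposite to an intron of STX1A. Reads from these loci are not excluded. miR-12136 and miR-9985, also higher in KO EVs, had no hairpin sequence and were not searched. miR-12136 had a mean of 7419 CPM in WT EVs and 27409 CPM in KO EVs. It did not differ in cells (log2 fold change 0.04, adjusted p = 0.908 from edgeR), whereas miR-9985 was higher in KO cells (1.35, adjusted p = 8.7e-05 from edgeR). Mitochondrial RNA itself was not measured, so whether KO EVs held more of it stays open. Whether such a rise would be biological, or come from damaged cells or the preparation, stays open too. For miR-30a, miR-23b and miR-27b the longest shared stretch was 11 bases, and these were higher in KO cells too, which argues against such fragments as their source. Their rise in KO cells was thus measured, and whether it is the source of their rise in KO EVs stays open.

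miR-551b-3p, which the paper does not discuss, was at least 95.3-fold lower in KO cells than in WT cells, where the KO level was set to the limit of 3 counts that its libraries did not exceed. In EVs its counts were too low to compare, with 0 in each KO library and between 0 and 15 in each WT library. Low depth does not account for the difference in cells, since each WT cell library had between 242 and 316 counts and each KO cell library at most 3. Its fitted log2 fold change in cells was between -8.17 and -5.24 under the alternatives in scaling, test, filter and fit, and between -9.19 (without replicate 2 of KO cells) and -7.67 with a replicate left out, so it depends on the treatment of counts near 0. A loss of the locus in the sequenced clone, and an effect of IMP2, were not tested, since only 1 KO clone was sequenced.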

How the results depend on the processing

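The unequal-variance test, and the fits that each left out one replicate for the list tests and for the correlation of the KO effects, were chosen only after the results were seen. The cause was not tested for any value below unless it is named.

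The number of miRNAs differing between KO and WT EVs was 33. It was 71 in one fit over all 16 libraries, 92 at an unadjusted p-value under 0.05, 137 by the paper's two-sample test on RPM without adjustment, 3 by that test with adjustment, 141 by it on log2(RPM + 1) without adjustment and 125 by the unequal-variance test. With adjustment, the last 2 tests gave 17 and 0. The remaining scalings, tests, filters and thresholds gave between 24 and 44, and the 8 fits that each left out one replicate gave between 22 and 36. In cells, the 147 miRNAs became 62, 270, 348, 85, 358 and 302 under the same 6 settings in turn, and between 103 and 147 with a replicate left out. With adjustment, the last 2 tests gave 102 and 44 in cells. The 9 miRNAs of the interaction became 4 with upper-quartile normalization, 14 without a filter, 2 with at least 10 counts in every library, where fewer miRNAs are tested, and from 4 to 11 with a replicate left out. It was 4 without replicate 1, 3 or 4 of WT EVs, replicate 4 of KO EVs, replicate 4 of WT cells or replicate 1, 2 or 3 of KO cells. The 540 miRNAs differing between EVs and cells became 230 with at least 10 counts in every library, for the same reason, and between 424 and 607 with a replicate left out.

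Only the labelled split of the 8 EV libraries, 1 of 35, gave as many as 33 miRNAs, and only the labelled split of the 8 cell libraries, 1 of 35, gave as many as 147. The other splits gave 0 in both. Only the labelled grouping of EVs and cells, 1 of 100, gave as many as 540 miRNAs, and the highest other number was 286. Such regrouping cannot separate EVs and cells from their different RNA kits. EV libraries differ in depth. With each EV library thinned to 383121 counts, 24 of 361 miRNAs tested differed between KO and WT EVs, and all 24 were among the 33, which argues against unequal depth as the source of the calls.

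The log2 fold change of miR-181a-3p in EVs kept its sign, from -1.88 to -1.25 with a replicate left out, and its adjusted p-value from edgeR was between 0.0538 and 0.101 in 6 of those 8 fits. Its exact permutation p was 0.0571 when scaled to miR-16-5p (-1.05), with a pseudocount of 0.1 (-1.62) and for the plain ratio of mean RPM (-1.43). The difference of its effect, EVs minus cells, was -0.22 without replicate 3 of KO EVs, in a range from -0.22 to 0.55, and that of miR-452-5p ranged from -1.26 to -0.20. miR-452-5p was -3.80 with a pseudocount of 0.1, and lay between -3.28 and -2.18 with a replicate left out, with an exact permutation p of 0.0571 without replicate 1, 3 or 4 of WT EVs (-2.67, -2.78 and -2.82). No value exists for it with the block, with limma or with at least 10 counts in every library, since the filters remove it. miR-16-5p was past the threshold in one fit over all libraries (-0.52, adjusted p = 0.0419 from edgeR). The calls of miR-181a-5p in EVs and of all 3 miRNAs in cells did not change under the other scalings, filters and fits, with DESeq2, with limma or with a replicate left out. The call of miR-181a-5p depended on the two-sample tests. With adjustment over all miRNAs, the paper's two-sample test on RPM gave miR-181a-5p, miR-181a-3p and miR-452-5p adjusted p-values of 0.100, 0.418 and 0.204 in EVs and of 0.0247, 0.00484 and 0.0156 in cells, and the unequal-variance test gave miR-181a-5p 0.127 in EVs and 0.0591 in cells. These adjusted values were computed only after the results were seen.

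The exact permutation p for PC1 of EVs was 0.114 with unit variance (separation 13.0) and with RPM on the linear scale (separation 33844 in RPM). The rank of miR-181a-5p was 26 over all 8 EVs. The correlation of the KO effects was 0.637 with at least 10 counts in every library and 0.630 as Spearman's rho, and between 0.531 and 0.605 with a replicate left out.

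Some small log2 fold changes changed sign. The miR-142-3p log2 fold change, KO against WT EVs, was -0.03, and it was 0.00735 with RLE size factors in edgeR (the median of ratios), 0.00713 with the DESeq2 Wald test, 0.13 with limma, 0.0904 with the replicate block, 0.0101 in one fit over all 16 libraries and from -0.23 to 0.51 with a replicate left out (0.51 without replicate 4 of WT EVs). In EVs, miR-142-5p (0.13) lay between -0.10 (without replicate 2 of WT EVs) and 0.60 (without replicate 4 of WT EVs). The miR-181c-5p log2 fold change, KO against WT EVs, was -0.02, and it was 0.0131, 0.0109, 0.0114, 0.0392, 0.00854 and 0.00769 with RLE factors, library size only, DESeq2, limma, the replicate block and one fit over all 16 libraries, and from -0.13 to 0.16 with a replicate left out. In EVs, miR-181d-5p (-0.22) had 0.0446 without replicate 3 of WT EVs, in a range from -0.485 to 0.0446. In cells, miR-4485-3p had 0.0630 without replicate 4 of WT cells, in a range from -0.67 to 0.0630. Of 988 values of single miRNAs and group correlations under the alternatives, 840 kept their direction and side of the threshold, 91 lost the threshold, 4 gained it, 22 changed sign and 31 moved by more than the spread.

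With the replicate number as a block, 31 miRNAs differed between KO and WT EVs, 124 in cells, 7 in the interaction and 544 between EVs and cells. miR-181a-3p in EVs had a log2 fold change of -1.503 and an adjusted p-value of 0.0516 from edgeR. The numbers do not pair WT with KO. Between EVs and cells, all 4 numbers correlated above 0.1 in WT and not all in KO, so they were not taken as pairs there. The correlations of the deviations of WT and KO replicates with the same number were 0.05, -0.08, 0.21 and 0.03 in EVs and -0.06, 0.05, 0.19 and -0.09 in cells. The correlations between EVs and cells were 0.17, 0.24, 0.15 and 0.22 in WT, and 0.18, 0.03, 0.10 and 0.25 in KO.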

Differences from the paper's values

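The mean over 6 libraries and the unequal-variance test below were chosen only after the values were seen.

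Table 2 gives RPM for miRNAs enriched in WT EVs without naming the libraries averaged, and the paper's values are set here against the mean over the 4 WT EVs. For miR-181a-5p the paper gives 7330.93 RPM, and this mean was 13766 RPM. For miR-181a-3p the paper's value is 45.14 RPM against 89.0 RPM, for miR-452-5p the paper's 12.43 RPM against 29.9 RPM, and for miR-7-5p the paper's 15778 RPM in Table S1 against 24476 RPM. Of the alternatives set before the data were examined, the mean over all 8 EVs came within 1.5 times of the paper's values. It gave 9426, 61.0, 17.1 and 16985 RPM for the 4 miRNAs. Without replicate 1 or 2 of WT EVs, miR-7-5p also came within 1.5 times of its value (23580 and 22793 RPM). The other fits with a replicate left out did not, and miR-181a-3p had 74.8 RPM without replicate 4 of WT EVs. The mean over replicates 1 and 2 of WT EVs and the 4 KO EVs gave 7331, 45.1, 12.4 and 15778 RPM. It was chosen after seeing the values, by comparing all 255 sets of EV libraries with Table S1, and the next closest set differed by up to 20%.

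The paper gives 51 miRNAs altered in WT EVs compared to KO EVs, and 33 were found here. Of the alternatives set before the data were examined, DESeq2 (43), no filter on low counts (44), one fit over all 16 libraries (71) and the fits without replicate 2 of WT EVs (35), replicate 4 of WT EVs (34) or replicate 3 of KO EVs (36) came within 1.5 times of the paper's number, and the others did not. None gave 51. The copy of Table S1 used here lists 50 miRNAs, all lower in KO EVs, with log2 fold changes up to -0.26, so its counterpart here is the 17 of the 33 that were lower in KO EVs. Counting only those lower in KO EVs, 48 had an unadjusted p-value under 0.05 in edgeR, 70 and 67 in the paper's two-sample test on RPM and on log2(RPM + 1) without adjustment, and 57 in the unequal-variance test, chosen after seeing the values. The other alternatives gave between 2 and 29. Its log2 fold changes equal the difference of mean log2(RPM + 1), and its p-values equal those of the unequal-variance test on log2(RPM + 1) without adjustment (largest relative difference 1.9e-06), whereas the methods name a two-tailed two-sample test on normalized values with Benjamini-Hochberg adjustment. None of its miRNAs, 0 of 50, had an adjusted p-value under 0.05 in the unequal-variance test, although 50 have an unadjusted one, the highest being 0.04998.

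The share of the variance on PC1 of EVs was about 22% in Fig. 5A, read by eye, and 33.8% here. With all miRNAs that have at least 1 count it was 22.1%, with unit variance 27.0% and without replicate 1 of WT EVs 32.5%. All of these were within 1.5 times of the paper's share. RPM on the linear scale (49.0%) and the other fits with a replicate left out were not. The correlation of replicates 1 and 2 of KO cells was about 1 in Fig. S6A, read by eye, and 0.996 here. To 2 decimals the value here is 1.00 too, so the gap is within the precision of the reading. The alternatives set before the data were examined gave 0.997 on the linear scale, 0.991 as Spearman's rho and 0.996 with all miRNAs, none of which is exactly 1.

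The paper calls miR-181a-5p the most abundant differentially expressed miRNA in WT EVs. Here miR-7-5p was above it in 4 of 4 WT EVs, and miR-181a-5p is 5th by RPM in the copy of Table S1. miR-452-5p, which the paper lists, was not tested after the filter on low counts, and was called without the filter (log2 fold change -2.59, adjusted p = 2.9e-04 from edgeR) and in one fit over all 16 libraries (-2.56, adjusted p = 6.0e-04 from edgeR). miR-16-5p and miR-20a-5p, which Table S1 lists, were not called in EVs. miR-16-5p was called in one fit over all 16 libraries, and both were past the threshold in the paper's two-sample test on RPM without adjustment.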

Other observations

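The pattern of miR-142 and several single directions in EVs and cells had been seen before their tests were run, and the exact permutation tests of the lists were chosen only after the other tests of them were seen.

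The EVs were collected from medium with fetal calf serum that the authors had depleted of EVs. miRNAs left from serum are a candidate source of part of the EV reads. All 9 of a list of miRNAs associated with blood were higher in EVs than in cells, with a median log2 fold change of 7.00 (fry p = 2.63e-09; exact permutation p = 4.1e-04 over 4900 assignments within genotype). camera with a preset correlation gave p = 4.06e-15, and with an estimated correlation p = 0.00463. The median was between 6.61 and 7.16 with a replicate left out. miR-451a had 6658 ± 4146 CPM in WT EVs and 4.03 ± 1.66 CPM in WT cells (mean ± SD, 4 libraries each). Reads of part of the list were also counted in the libraries of HCT116 cells, with 6 of 9 passing the filter. Whether these reads came from expression in the cells was not tested. The mean RPM in WT cells lay between 2.83 and 102 for these 6, and between 0.196 and 102 for all 9. Selective export from the cells was not tested and stays open, and the RNA kits also differed between EVs and cells. Between KO and WT EVs, 0 of the 8 members tested differed when adjusted over the list alone, and 0 over all miRNAs.

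miR-142-3p and miR-142-5p fell in KO cells and not in KO EVs. Reads from serum may account for this, since across the 8 EV libraries their mean rose with that of the 7 other members of the list (Spearman's rho 0.952, exact permutation p = 0.00114, Benjamini-Hochberg p = 0.00228 over 2 correlations; Pearson's r 0.888, exact permutation p = 0.00290). Without the 2 libraries farthest from the median, replicates 4 of WT and KO EVs, rho was 0.886 (exact permutation p = 0.0333) and r 0.706. A common factor other than serum that raises all of these miRNAs in a library would give the same relation and was not tested.

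Levels in EVs may follow levels in the cells. Of the miRNAs called in cells, 96 were tested in EVs, and 85 of them (88.5%) had the same sign in EVs. Of the 70 assignments of the EV libraries, 2 reach this share (exact permutation p = 0.0286, one-sided), the labelled one and one that exchanges replicate 3 of WT EVs with replicate 3 of KO EVs. In both directions 4 do (exact permutation p = 0.0571, two-sided), and the next highest share was 85.4%, so the labelled assignment does not stand apart and the relation stays open.

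The members called in EVs from the cluster of miR-181a-5p and from that of miR-224-5p were lower in KO EVs and in KO cells alike. miR-181b-5p was lower in KO cells too (log2 fold change -1.20, SE 0.13, adjusted p = 1.8e-05 from edgeR). miR-224-5p was lower in KO EVs (-1.79, SE 0.36, adjusted p = 0.00172 from edgeR) and in KO cells (-2.07, SE 0.19). Within miR-181a/b, 3 of 3 tested miRNAs in EVs were called when adjusted over the list alone, and 3 over all. miR-181c-5p and miR-181d-5p, from another locus on chromosome 19, did not differ in EVs (-0.02 and -0.22, adjusted p = 0.975 and 0.787 from edgeR), where the sign of miR-181c-5p changed under other scalings and that of miR-181d-5p without replicate 3 of WT EVs. In cells miR-181c-5p was higher (0.74, SE 0.19, adjusted p = 0.0168 from edgeR), with an adjusted p-value of 0.0508 without replicate 3 of KO cells. Reads shared between miRNAs of similar sequence are not excluded.

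The let-7 family did not differ between KO and WT EVs as a set. Of its 9 members, 7 were lower and 2 higher in KO EVs, with 1 higher under upper-quartile normalization. The median log2 fold change was -0.15 (exact permutation p = 0.200, fry p = 0.149, camera p = 0.163). The fry p was between 0.107 and 0.226 under the other scalings and between 0.058 and 0.477 with a replicate left out. let-7e-5p alone was called, both adjusted over the list alone and over all miRNAs.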
